# Cancer-induced FOXP1 disrupts and reprograms skeletal-muscle circadian transcription in cachexia

**DOI:** 10.1016/j.celrep.2025.115689

**Published:** 2025-05-10

**Authors:** Jeremy B. Ducharme, Daria Neyroud, Martin M. Schonk, Miguel A. Gutierrez-Monreal, Zhiguang Huo, Haley O. Tucker, Karyn A. Esser, Sarah M. Judge, Andrew R. Judge

## Abstract

Cancer cachexia is a debilitating metabolic disorder characterized by involuntary loss of body and muscle mass, leading to increased morbidity and mortality. We previously found that forkhead box P1 (FoxP1) upregulation in skeletal muscle causes muscle wasting and is required for muscle wasting in response to cancer. However, transcriptional networks targeted by FoxP1 in skeletal muscles undergoing cancer-induced wasting remain largely unknown. Here, we identify FoxP1 as a key disruptor of the skeletal-muscle clock in response to cancer that reprograms circadian patterns of gene expression at cachexia onset. Specifically, we show that cancer-induced FoxP1 rewires the skeletal-muscle circadian transcriptome toward pathways associated with muscle wasting and disrupts the temporal patterning of pathways governing glucose, lipid, and oxidative metabolism. These findings thus implicate cancer/disease-specific functions of FOXP1 in the disruption and reprograming of the skeletal-muscle circadian transcriptome, which may contribute to muscle wasting and the development of cachexia.

## In brief

Ducharme et al. investigate the impact and crosstalk between cancer and FoxP1 on the skeletal-muscle circadian transcriptome that mediates time-of-day-dependent biological functions. They reveal cancer/disease-specific functions of FoxP1 in the disruption and reprograming of the skeletal-muscle circadian transcriptome, which may contribute to cancer-induced muscle loss.

## INTRODUCTION

Involuntary weight loss due to skeletal-muscle wasting, a condition known as cachexia, occurs in response to several chronic diseases, including heart failure, chronic obstructive pulmonary disease, diabetes, AIDS, kidney disease, and cancer.^1^ The prevalence of cachexia is particularly high in certain cancers, such as pancreatic cancer, where the vast majority of patients exhibit cachexia at the time of diagnosis.^2^ Ultimately, cachexia develops in most advanced-stage cancer patients.^2^ Individuals with cancer who develop cachexia suffer from a reduced ability to carry out activities of daily living, a lower tolerance to cancer treatment, a diminished therapeutic response to chemotherapy, and increased mortality.^3^

The initiating factors that cause cancer-induced skeletal-muscle wasting are complex and still incompletely defined. However, in general, wasting occurs due to tumor-induced host adaptation triggered by tumor-secreted factors and the host response. In skeletal muscle, this can cause a mismatch between pathways of protein synthesis and protein degradation and thus disrupt protein balance. However, our understanding of the molecular processes regulating these pathways in muscle is still evolving.

To this end, several transcription factors have been implicated in the atrophy process in muscle through their ability to drive the expression of atrophy-related genes. These include nuclear factor κ-B (NF-κB), signal transducer and activator of transcription (STAT), suppressor of mothers against decapentaplegic (SMAD), CCAAT/enhancer-binding protein beta (C/EBPβ), activator protein-1 (AP-1), and forkhead box O (FoxO).^4-10^ With regard to FoxO, there are three family members expressed in skeletal muscle: FoxO1, FoxO3a, and FoxO4. Previous work has shown that overexpression of either FoxO1 or FoxO3a, both of which are increased in atrophying muscles from tumor-bearing mice, is sufficient to cause muscle-fiber atrophy.^5,8^ FoxO1 is also increased in the skeletal muscle of human cancer patients.^11^ Importantly, inhibition of FoxO transcriptional activity in skeletal muscle of tumor-bearing mice has been shown to inhibit muscle-fiber atrophy, demonstrating the requirement of FoxO for the atrophy phenotype.^8^ In previous work, we identified an additional forkhead box family member, forkhead box P1 (FoxP1), as a downstream target of FoxO1 that is increased in skeletal muscle of cachectic tumor-bearing mice and patients with cancer.^12^ We further showed that FoxP1 overexpression in skeletal muscle is sufficient to cause muscle wasting, weakness, and pathological muscle remodeling; that FoxP1 knockdown in muscle attenuates cancer-induced muscle-fiber atrophy in the C26 colorectal cancer model^12^; and that skeletal-muscle-specific deletion of FoxP1 attenuates muscle wasting and weakness in the KPC pancreatic cancer model.^13^ This work highlighted a key role of FoxP1 in the regulation of muscle wasting and provided the foundation for further investigation into its regulatory network in skeletal muscle, including the genes it directly targets.

In the current study, we therefore aimed to investigate the transcriptional networks targeted by FoxP1 in skeletal muscle both in cancer-free conditions and in skeletal muscles undergoing wasting due to pancreatic cancer. Using chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq), we identified an enrichment of genes central to the core circadian clock system as direct targets of FOXP1 binding. We further found that skeletal-muscle FoxP1 modulates core clock gene expression in response to cancer, including repression of core clock activators and activation of core clock repressors. We next evaluated the extent to which pancreatic cancer impacts circadian patterns of gene expression in skeletal muscle and whether this is mediated via FoxP1. Our findings identify that cancer-induced FoxP1 disrupts and rewires circadian patterns of gene expression in skeletal muscle that may contribute to the development of cachexia. Specifically, we identified that, at a time point corresponding to cachexia initiation,^14,15^ pancreatic cancer causes a significant loss of rhythmicity in gene programs that normally exhibit circadian expression in skeletal muscle, including those associated with carbohydrate, lipid, and oxidative metabolism, while causing a gain in rhythmicity in gene programs linked to muscle wasting, including autophagy, the ubiquitin-proteasome system, and inflammation. These effects largely occurred in a FoxP1-dependent manner, supporting FoxP1 as a key disruptor of circadian programs in skeletal muscle in response to cancer that may contribute to muscle loss.

## RESULTS

### FOXP1 DNA-binding sites in skeletal muscle

To identify gene regulatory regions directly bound by endogenous FOXP1 in skeletal muscle during control (cancer-free) and tumor-bearing conditions, we mapped FOXP1-binding events using ChIP-seq in the gastrocnemius-plantaris muscle complex from mice with and without KPC pancreatic tumors at a time point corresponding to cachexia onset.^14,15^ Binding events were identified using model-based analysis for ChIP-seq (MACS),^16^ which discovered 4,075 FOXP1-binding sites on 2,368 genes in skeletal muscle from control mice and 5,639 FOXP1-binding sites on 2,480 genes in skeletal muscle from KPC mice (Figure 1A). An overlap of these conditions revealed 981 unique genes with FOXP1-binding sites in KPC mice only, 869 genes in control mice only, and 1,499 genes shared by both control and KPC mice (Table S1). The greatest percentage of FOXP1-binding sites were observed in promoter (~30%) and intronic (~25%) regions, followed by distal intergenic regions (~12%–20%, i.e., DNA locations between genes) and 5′ untranslated regions (~9%–14%) (Figure 1B). The top-ranking *de novo* motif within FOXP1-bound DNA regions identified via HOMER in both conditions was a consensus motif that aligned with the forkhead motif (Figure 1C), thereby affirming the specificity of FOXP1 binding to DNA regions that contain this motif. Further examination of the top five overrepresented *de novo* motifs enriched in target sequences bound by FOXP1 in each condition revealed a strong enrichment to key members of the E-twenty-six (ETS) family of transcription factors, and transcription factors that regulate mitochondrial biogenesis (e.g., nuclear respiratory factor 1 [NRF1]) and circadian transcriptional programs (e.g., brain and muscle arnt-like 1 [BMAL1]).

To further assess the regulatory role of FoxP1 in skeletal muscle, we employed EnrichR to analyze genes with FOXP1-binding sites found in control mice only, KPC mice only, or both control and KPC mice to determine the most highly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Figures 1D and 1E; Table S1). FOXP1-bound genes in both control and KPC mice were enriched for pathways involved in circadian rhythm, including *Bmal1, Per1, Cry1,* and *Cry2,* which are components of the core clock that regulate time-of-day-dependent biological functions. Each of these core clock genes demonstrated FOXP1 binding within their promoter regions. Also enriched among FOXP1-bound genes were pathways related to muscle protein quality control, including mitophagy (e.g., *Bcl2l1, Bnip3,* and *Pink1*), autophagy (e.g., *Gabarap, Atg12,* and *Atg2a*), and ubiquitin-mediated proteolysis (e.g., *Ubc, Herc1,* and *Cdc34*). In contrast, various genes related to metabolic regulation were bound by FOXP1 in muscle of KPC mice only, including those annotating to insulin signaling (e.g., *Irs2, Slc2a4/Glut4,* and *Mtor*), regulation of lipolysis in adipocytes (e.g., *Npr1, Mgll,* and *Pnpla2*), and glucagon signaling (e.g., *Creb3, Crtc2,* and *FoxO1*).

### Skeletal-muscle FOXP1 represses core clock gene expression in response to cancer

Using skeletal muscles harvested from control and KPC tumor-bearing wild-type (WT) mice and mice with skeletal-muscle-specific knockout of FoxP1 (FoxP1^SkmKO^), we further performed RT-qPCR analysis to determine whether select core clock genes directly bound by FOXP1 within their promoters are dysregulated in a FoxP1-dependent manner in response to cancer. We found that, in WT mice, but not FoxP1^SkmKO^ mice, pancreatic cancer caused a substantial disruption to the gene expression of core clock components, including repression of *Bmal1,* which is part of the activating arm of the clock, and activation of *Per1, Cry1,* and *Cry2,* which are part of the repressive arm of the clock (Figure 2). We further found that additional core clock genes that are part of the repressive arm were increased in WT KPC but not FoxP1^SkmKO^ KPC mice, including *Per2, Per3, Nr1d2,* and *Bhlhe41.* The identification of FOXP1 as a modulator of these core clock genes in response to cancer is of potential significance, as disruptions to the clock may perturb normal time-of-day-dependent oscillations in rhythmically expressed genes that are critical for muscle homeostasis. In this regard, disruption to the skeletal muscle clock through muscle-specific deletion of *Bmal1* significantly alters transcriptional programs governing metabolic processes in muscle and is sufficient to induce muscle atrophy and weakness.^17-21^

### Circadian patterns of gene expression are disrupted in skeletal muscle in response to cancer

Although cancer has been shown to disrupt circadian patterns of gene expression in some peripheral tissues such as liver,^22^ to our knowledge, the impact of cancer on circadian patterns of gene expression in skeletal muscle is currently unknown. We therefore designed experiments to determine whether pancreatic cancer alters circadian patterns of gene expression in skeletal muscle and whether this is mediated through FoxP1. To do this, we orthotopically injected KPC cells, or sterile saline as a control, into the pancreas of WT and FoxP1^SkmKO^ mice. Eleven days later, which corresponds to the onset of muscle wasting in this model in our hands,^14,15^ all mice were placed into constant darkness (circadian time 0 [CT0]) for standardized circadian tissue collection.^23^ Tissue collections began 18 h later (i.e., CT18) and continued every 4 h for 24 h, resulting in a total of six time points (Figure 3A), as previously described.^17^ 

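KPC mice carried orthotopic pancreatic tumors grown from KPC cells, a murine pancreatic cancer line, and control mice had received saline. A floxed *Foxp1* allele is recombined in FoxP1 SkmKO mice by Cre under the ACTA1 promoter, which is active in skeletal muscle fibers. The methods describe the WT mice as C57BL/6J, whereas the series record describes floxed mice that carry no Cre, and the methods and the limitations paragraph give different ages for the mice. Both points were left open, and each library was assigned by genotype, condition, and circadian time. The 48 libraries came from 24 groups, with 2 mice for every genotype, condition, and circadian time. The authors aligned paired-end reads to mm39 with STAR, counted them on genes with HTSeq, and deposited the counts, counts divided by DESeq2 size factors, FPKM (counts scaled by gene length and by library size), and DESeq2 comparisons of KPC and control mice. The counts and FPKM were used here, and the comparisons served as the authors' values. Total counts per library ranged from 15130678 to 19980731 in WT control mice (median 16526911), from 14599024 to 20787784 in WT KPC mice (median 16431858), from 15251997 to 20139355 in FoxP1 SkmKO control mice (median 16987200), and from 14480867 to 20223410 in FoxP1 SkmKO KPC mice (median 16763571). The paper gives the depth as at least 40 M reads per sample, and the values here rest on the counts on genes, with a median of 16.6 M per library. Each library is from a separate mouse by design, and the counts of replicate mice differed by 5.15 to 17.4 times what sampling noise gives (chi-square per degree of freedom). *Foxp1* (ENSMUSG00000030067; chromosome 6 of mm39, 98902299 to 99499682, minus strand) had 0.630 ± 0.140 FPKM (SD, n = 12) in WT control mice, with a range of 0.430 to 0.971, and 0.629 ± 0.102 FPKM (SD, n = 12; 0.454 to 0.757) in WT KPC mice. It had 0.578 ± 0.0682 FPKM (SD, n = 12; 0.430 to 0.642) in FoxP1 SkmKO control mice and 0.544 ± 0.0744 FPKM (SD, n = 12; 0.419 to 0.653) in FoxP1 SkmKO KPC mice. Averaged over the 6 circadian times, the log2 fold change of *Foxp1* between FoxP1 SkmKO and WT control mice was -0.11 (standard error 0.07, adjusted p = 0.459 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Foxp1* count thus did not distinguish the genotypes in control mice, and no test of it between the KPC groups is given here. The genotypes are named here as labelled. The averaged log2 fold change of *Foxp1* between KPC and control mice was 0.01 in WT mice (standard error 0.07, adjusted p = 0.984) and -0.09 in FoxP1 SkmKO mice (standard error 0.07, adjusted p = 0.686), and the difference between the genotypes was 0.09 (standard error 0.10, adjusted p = 0.913). Removing the trend of counts on gene length in each library moved the value of *Foxp1* in WT mice to -0.023, and it lay between -0.0067 and -0.040 when CT18, CT26, CT34, or CT38 was left out of the average.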

RNA sequencing (RNA-seq) was then performed from RNA isolated from tibialis anterior (TA) muscles at each time point, for each condition, in both genotypes. 

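For each genotype and condition, a sinusoid with a period of 24 h was fitted by least squares to the FPKM of each gene in the 12 libraries, and its 2 terms were tested with an F test with 9 residual degrees of freedom. Genes with an unadjusted p under 0.01 were called rhythmic, with no filter on low FPKM. The fitted mean is called the basal level here and the fitted half-range the amplitude. Among 27209 genes with varying FPKM in WT control mice, 1339 were rhythmic, and 1155 of 27396 were rhythmic in WT KPC mice. Rhythmic genes in FoxP1 SkmKO mice numbered 1169 of 28711 in the control group and 747 of 28430 in the KPC group. The nominal expectation without any rhythm, 1% of the genes, is 272 genes in WT control mice, 274 in WT KPC mice, 287 in FoxP1 SkmKO control mice, and 284 in FoxP1 SkmKO KPC mice. With circadian times permuted among the mice of a group, the median counts over the permutations were 170, 171, 183, and 180, and the highest 526, 521, 544, and 397. These lists held each gene listed in Table S2, whose p values differed from those computed here by at most 2.1e-06 on the log10 scale. The further genes called here, 2 in WT control mice, 3 in FoxP1 SkmKO control mice, and 2 in FoxP1 SkmKO KPC mice, each share their symbol with another gene. With a Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted threshold, the lists held 150 genes in WT control mice, 130 in WT KPC mice, 119 in FoxP1 SkmKO control mice, and 33 in FoxP1 SkmKO KPC mice.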

To identify the skeletal-muscle circadian transcriptome (i.e., rhythmically expressed genes [REGs]) for each condition within genotype, we applied the sinusoidal model implemented in the LR_rhythmicity package in R, which evaluates the goodness of fit (R^2^) to the model based on the 24-h oscillations in transcript abundance (Table S2).^24^ To identify genes that showed differences in their circadian patterns of gene expression between conditions, we used the LR_diff package in R.^24^

To first determine whether the rhythmicity of core clock genes is disrupted in response to cancer, we extracted genes representing key components of the three interlocking loops of the molecular-clock mechanism. 

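*Clock* (chromosome 5, 76357715 to 76452639) encodes one of the activators of the molecular clock. Its fitted amplitude in WT control mice was 0.263 FPKM around a basal level of 1.80 FPKM, and the test of rhythmicity gave p = 0.0524. In WT KPC mice the amplitude of *Clock* was 0.526 FPKM (p = 0.00581). The test of a difference in rhythm between the 2 groups, with 18 residual degrees of freedom, gave p = 0.245 for this gene. *Rora* (chromosome 9, 68561068 to 69295528) had p = 1.8e-04 in WT control mice, p = 0.0341 in WT KPC mice, p = 0.0754 in FoxP1 SkmKO control mice, and p = 0.00370 in FoxP1 SkmKO KPC mice, and the differences in rhythm gave p = 0.766 in WT mice and p = 0.308 in FoxP1 SkmKO mice. *Arntl* (*Bmal1*), *Per1*, *Per2*, *Per3*, *Cry1*, *Cry2*, *Nr1d1*, *Nr1d2*, *Dbp*, and *Nfil3* had p under 0.01 in every group. The amplitude of *Arntl*, for example, was 1.88 FPKM around 2.49 FPKM in WT control mice (R2 = 0.950) and 1.68 FPKM in WT KPC mice (R2 = 0.919). Among 3 further repressors, *Bhlhe40* did not pass in WT KPC mice (p = 0.0917), *Bhlhe41* in neither WT KPC (p = 0.146) nor FoxP1 SkmKO KPC mice (p = 0.0348), and *Klf9* in FoxP1 SkmKO KPC mice (p = 0.0202). Their differences in rhythm within those genotypes gave p = 0.313 for *Bhlhe40*, p = 0.169 and p = 0.624 for *Bhlhe41*, and p = 0.714 for *Klf9*. Of the 15 clock genes, 2 had p under 0.05 for the difference in rhythm in WT mice, *Nr1d1* (p = 0.00829, adjusted p = 0.130) and *Cry1* (p = 0.0477, adjusted p = 0.218), and these had p = 0.354 and p = 0.482 in FoxP1 SkmKO mice.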

We found that, apart from *Clock* and *Rora,* core clock genes in skeletal muscle displayed circadian rhythmicity in all conditions (i.e., *p* < 0.01) (Figure 3B). However, we found that, in WT but not FoxP1^SkmKO^ mice, KPC tumors increased the basal expression of the negative-limb genes *Per1* (*p* = 0.019) and *Cry1* (*p* = 0.019) and reduced the amplitude of the secondary loop gene and repressor of *Bmal1* and *Nr1d2* (*p* = 0.039). Collectively, these findings demonstrate that, in response to pancreatic cancer, although the expression of clock genes remains rhythmic over 24 h, there is a bias toward the negative arm of the clock, which was mediated by FoxP1.

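Basal levels and amplitudes of KPC and control mice were compared within genotype by a likelihood ratio test with a variance for each group and a finite-sample F correction, on 12 mice per group. *Per1* (chromosome 11, 68986043 to 69000786, plus strand) had a basal level of 6.61 FPKM in WT control mice and 9.01 FPKM in WT KPC mice (p = 0.0194). Its basal level in FoxP1 SkmKO mice was 9.91 FPKM in controls and 12.1 FPKM with tumors (p = 0.0725). The shift of *Per1* was 2.41 FPKM in WT mice and 2.22 FPKM in FoxP1 SkmKO mice, each with a standard error of 1.05 from one fit over the 48 libraries. The 2 shifts differed by 0.192 FPKM (standard error 1.48, t test p = 0.898), a test between the genotypes added after the data were examined. *Cry1* (chromosome 10, 84967564 to 85020928, minus strand) rose from 5.56 to 5.89 FPKM in WT mice (p = 0.0385) and from 5.79 to 5.90 FPKM in FoxP1 SkmKO mice (p = 0.669), and its shifts differed by 0.228 FPKM (standard error 0.291, p = 0.439). On the scale of log2(FPKM + 1), the shift of *Cry1* in WT mice had p = 0.0536. The amplitude of *Nr1d2* (chromosome 14, 4230569 to 4265642, plus strand) was 9.30 FPKM in WT control mice and 6.66 FPKM in WT KPC mice (p = 0.0393), against 7.27 and 6.21 FPKM in FoxP1 SkmKO mice (p = 0.265). Its change differed between the genotypes by -1.57 FPKM (p = 0.302). With each of the 24 WT mice left out in turn, the direction of all 3 shifts stayed the same. The shift of *Per1* then had p between 0.00270 and 0.0404, under 0.05 in all 24 cases. That of *Cry1* had p between 0.00363 and 0.0764, highest without WT KPC CT30 replicate 2 and under 0.05 in 10 of the 24 cases. That of *Nr1d2* had p between 0.0103 and 0.0785, highest without WT KPC CT18 replicate 1 and under 0.05 in 13 of the 24 cases. Adjusted over the list alone (basal level and amplitude of 16 genes in both genotypes, 64 tests), p was 0.249 for *Per1* and 0.330 for *Cry1* and *Nr1d2*.

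**Figure D1:**
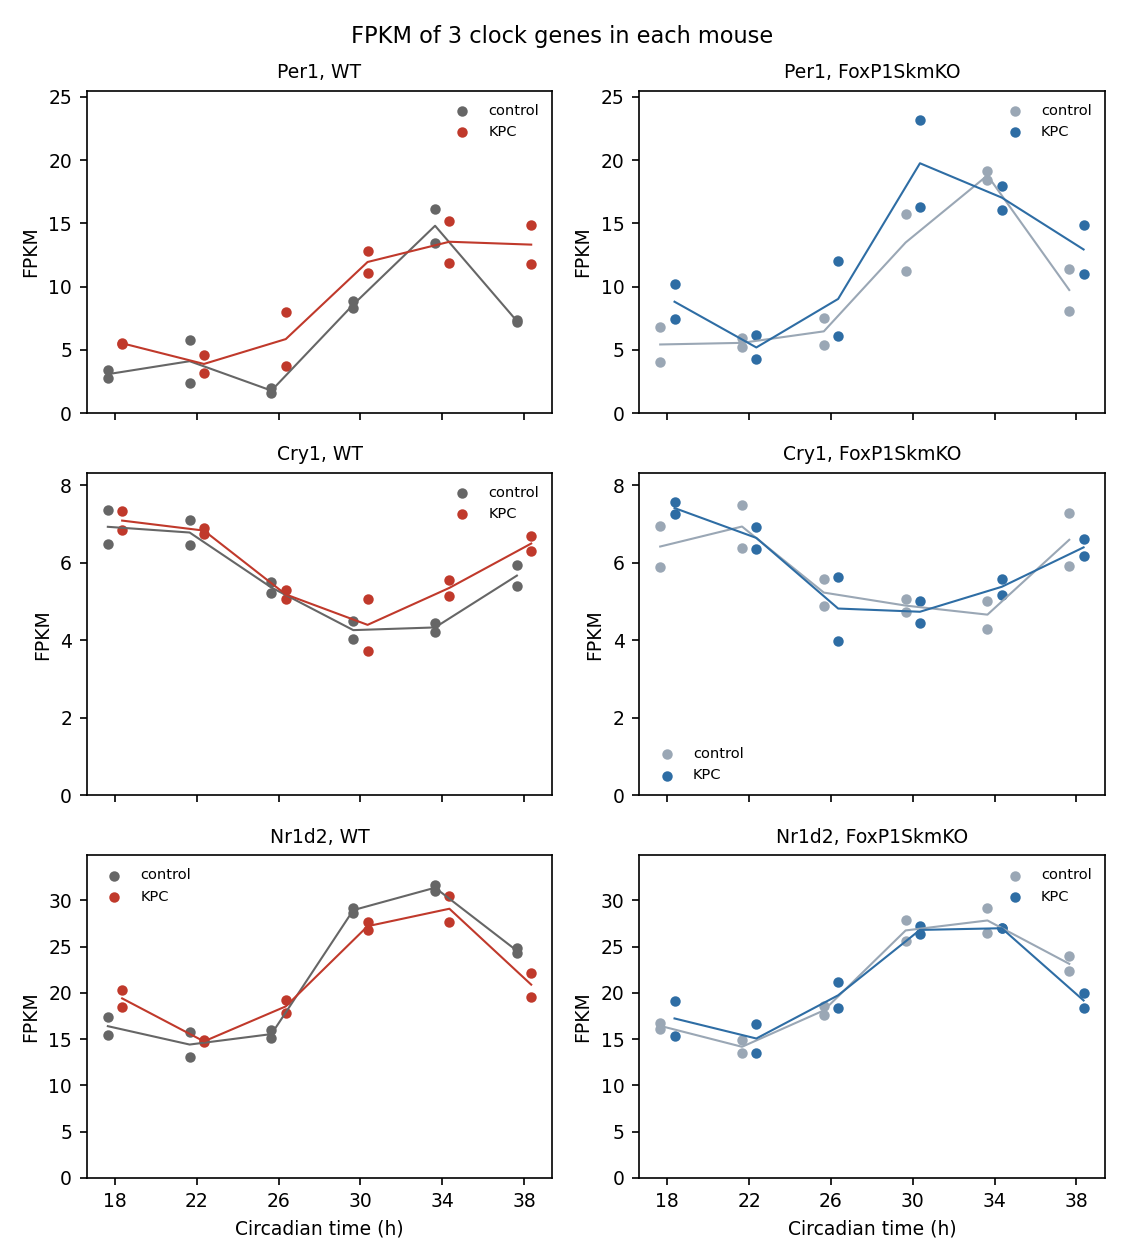
FPKM (vertical axes) of *Per1*, *Cry1*, and *Nr1d2* in each mouse against circadian time in hours (horizontal axes), with WT mice on the left and FoxP1 SkmKO mice on the right; each point is 1 mouse, lines join the means of 2 mice, and points are shifted sideways for legibility. In WT mice at CT18, *Per1* had 2.74 and 3.42 FPKM in control mice and 5.47 and 5.58 FPKM in KPC mice.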

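Several other genes of the list had p under 0.05 for a shift in one genotype. In WT mice the basal level of the repressor *Bhlhe40* rose from 22.6 to 27.3 FPKM (p = 0.00886), and that of its paralog *Bhlhe41*, also a repressor, fell from 13.4 to 11.5 FPKM (p = 0.00791). *Per2* (p = 0.264), *Per3* (p = 0.423), and *Nr1d1* (p = 0.365) had shifts of the basal level in WT mice within the spread between mice. The basal level of *Rora* in FoxP1 SkmKO mice rose from 5.01 to 5.70 FPKM (p = 0.00407), that of *Nfil3* from 12.8 to 16.7 FPKM (p = 0.00652), and that of *Cry2* from 7.10 to 7.64 FPKM (p = 0.0464). The amplitude of *Nfil3* in FoxP1 SkmKO mice rose from 6.39 to 10.2 FPKM (p = 0.0437). Adjusted over the list alone, the lowest p of the 64 tests was 0.142. Tests of the difference between the genotypes gave p = 0.0279 for the basal level of *Nfil3* and p = 0.0464 for its amplitude (adjusted over the list alone, p = 0.742 for both). For the basal levels of the others, the shift in the second genotype and the test between the genotypes were, for *Bhlhe40*, 2.79 FPKM in FoxP1 SkmKO mice (p = 0.0583) and p = 0.370 between the genotypes; for *Bhlhe41*, -0.844 FPKM in FoxP1 SkmKO mice (p = 0.223) and p = 0.262; for *Rora*, 0.203 FPKM in WT mice (p = 0.493) and p = 0.182; and for *Cry2*, 0.137 FPKM in WT mice (p = 0.569) and p = 0.250. The paper reports a higher basal level of *Per1* and *Cry1* and a lower amplitude of *Nr1d2* with tumors in WT mice alone. In these libraries, this is its basis for a bias toward the negative arm of the clock that depends on FoxP1. It also reports qPCR of clock genes, FOXP1 binding at their promoters, and overexpression of FoxP1, none of which was analysed here. Its conclusion that rhythms persist rests on the rhythmicity of the core clock genes other than *Clock* and *Rora* in every group.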

To further examine the extent to which rhythmically expressed genes (REGs) are disrupted in skeletal muscle in response to cancer, we next assessed the impact of KPC tumors on the circadian expression patterns of REGs, identified in skeletal muscle (Figure 3D and Table S2). 

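In WT mice, 346 genes were rhythmic in both the control and the KPC group, and 993 genes (74.2% of the WT control list) passed the threshold in the control group alone. Of these 993 genes, 244 (24.6%) had an unadjusted p under 0.05 in WT KPC mice, and 661 (66.6%) had a fitted peak in the KPC group within 3 h of that in the control group. Their median amplitude in KPC mice was 0.577 of that in control mice. Passing the threshold in one group and not in the other does not test the change itself. The test of a difference in rhythm between WT control and WT KPC mice gave p under 0.05 for 237 of the 993 genes. Over the 2148 genes rhythmic in either group, 1 of the 993, *Ltbp3*, had an adjusted p under 0.05 (unadjusted p = 4.2e-05), and it was chosen after its values were seen. In simulated data, 23.0% of the genes with the same rhythm in 2 groups and a call in the first were not called in the second. Each simulated rhythm had the median amplitude over residual SD (1.96) of genes already called in WT control mice. Weaker rhythms would be missed more often, so the 23.0% is no base level for the 74.2%. The adjusted test let 117 unchanged genes pass beside 110 changed ones, because its genes are chosen on the same data. Adjusted over all 29593 genes, 0 genes differed in rhythm in WT mice, and 1501 (5.07%) had an unadjusted p under 0.05. In the simulated data this wider adjustment found 1 of the genes that had lost their rhythm, of which 78.5% had an unadjusted p under 0.05, so the count of 0 says little. Of the 1339 genes rhythmic in WT control mice, 937 (70.0%) were not called in FoxP1 SkmKO control mice, which had no tumors either. When the 24 WT mice were split at random within circadian time, 7 of 100 splits, the real one included, gave at least 993 genes in the first group alone, and the other splits gave a median of 684. Genes called in one group alone that also had p under 0.05 for the difference in rhythm numbered 452 in the real split, and 5 of 100 splits gave as many (median of the other splits 216). Of the rhythmic genes in control FoxP1 SkmKO mice, 939 (80.3%) were called in the control group alone and 230 in both groups.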

Of the 1,337 REGs identified in skeletal muscle of WT cancer-free mice, 991 lost their rhythmicity in response to cancer. Gene Ontology (GO) enrichment analysis of these 991 REGs revealed an enrichment of pathways related to carbohydrate metabolism (e.g., glucose transmembrane transport, regulation of glucose metabolic process, and regulation of carbohydrate metabolic process) as well as lipid metabolism (e.g., fatty acid transport, regulation of fatty acid oxidation, and regulation of lipid metabolic process) (Table S2). 

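Of the 993 genes called in WT control mice and not in WT KPC mice, 104 were rhythmic in FoxP1 SkmKO KPC mice, and 39 of these were rhythmic in FoxP1 SkmKO control mice too. In FoxP1 SkmKO control mice, 195 of the 993 genes were rhythmic. With a Benjamini-Hochberg adjusted p under 0.05 as the threshold in each group, 112 genes were called in WT control mice and not in WT KPC mice, and 8 of them were rhythmic in FoxP1 SkmKO KPC mice.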

Of the 991 REGs that lost rhythmicity in WT KPC mice, 104 remained rhythmic in FoxP1^SkmKO^ KPC mice (Table S2). These 104 REGs included 37 direct FOXP1 targets identified via ChIP-seq, including genes involved in carbohydrate metabolism (e.g., *Ppp1r3c* and *Glul*), lipid metabolism (e.g., *Pltp* and *Rora*), and mitochondrial regulation (e.g., *Ubc* and *Hspa1b*) (Figure 3E; Table S2), supporting FOXP1 as a key player in the transcriptional disruptions of these metabolic networks in muscle during cancer. 

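All 37 genes that the paper lists as direct targets were matched and had an unadjusted p under 0.05 in WT control and FoxP1 SkmKO KPC mice. In WT KPC mice 21 of the 37 had p under 0.05, and for 3 of them the test of a difference in rhythm between WT control and WT KPC mice gave an unadjusted p under 0.05. *Ppp1r3c* (chromosome 19, 36709131 to 36714053) had an amplitude of 51.8 FPKM in WT control mice (p = 1.1e-05), 49.0 FPKM in WT KPC mice (p = 0.0125), and 73.6 FPKM in FoxP1 SkmKO KPC mice (p = 2.0e-04), and its difference in rhythm in WT mice had p = 0.128. *Glul* had an amplitude of 23.2 FPKM in WT control mice (p = 2.0e-04) and 33.1 FPKM in WT KPC mice (p = 0.0731), and its difference had p = 0.608. *Pltp* (chromosome 2, 164681438 to 164699631) peaked 6.58 h after CT18 in WT control mice (p = 0.00338) and 2.19 h after CT18 in WT KPC mice (p = 0.0120), a difference with p = 0.0154 (0.151 adjusted over the genes rhythmic in either group). For *Hspa1b* the amplitude was 0.393 FPKM in WT control mice (p = 0.00419), 0.156 FPKM in WT KPC mice (p = 0.285), and 0.396 FPKM in FoxP1 SkmKO KPC mice (p = 0.00946), with p = 0.140 for the difference. *Hspa1b* has a near-identical paralog with which the counting could have split its reads.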

We also found that 809 genes that were not rhythmic in cancer-free mice became rhythmic in response to cancer. These 809 genes were enriched for GO biological processes of macrophage activation, neutrophil activation, proteasomal protein catabolic process, ubiquitin-dependent protein catabolic process, and regulation of autophagy (Table S2). Of these 809 genes, 733 (90%) required FoxP1 for their *gain* of rhythmicity in response to cancer. These FoxP1-dependent genes included 130 direct FOXP1 targets identified via ChIP-seq, including genes linked to autophagy (e.g., *Gabarap* and *Ddit4*), the proteasome (e.g., *Psmd1* and *Psmd11*), ubiquitin-mediated proteolysis (e.g., *Ube2b, Cul2,* and *Pml*), and inflammation (e.g., *Stat5a/b, Clec2d,* and *Fcer1g*) (Figure 3E and Table S2). Collectively, these data show that cancer significantly disrupts the circadian expression of REGs in skeletal muscle, including a loss of rhythmicity in clock-controlled genes related to metabolic function and a gain in rhythmicity in genes associated with the muscle atrophy phenotype—many of which were dependent on FoxP1.

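In WT mice, 809 genes were called in the KPC group and not in the control group. In WT control mice 216 of them (26.7%) had an unadjusted p under 0.05, 489 (60.4%) had a fitted peak within 3 h of that in KPC mice, and the median ratio of the control amplitude to the KPC amplitude was 0.582. The test of a difference in rhythm gave p under 0.05 for 215 of the 809 genes, and the adjusted p was under 0.05 for *Gm6316* and *Gm42690* (0.0342 for both), which were chosen after their values were seen. Among random splits of the WT mice within circadian time, 37 of 100 gave at least as many genes in the second group alone (median of the other splits 744). The KPC group alone held 517 rhythmic genes in FoxP1 SkmKO mice, which 79 of 100 splits reached.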

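Enrichment in GO terms was not computed here. Of the named processes, the proteasome was tested with a set of proteasome subunits and regulators listed by gene symbol. Of 42 such genes that varied in WT KPC mice and were not rhythmic in WT control mice, 7 gained rhythmicity (odds ratio 6.29, Fisher's exact test p = 2.8e-04, two-sided, over genes, which are not independent replicates). The comparison was with all genes that varied, most of them under 1 FPKM. Among genes with a mean FPKM of at least 1, 885 of 10007 were rhythmic in WT KPC mice, against 1155 of all 27396. Expression level may therefore account for part of the odds ratio. The fitted peaks of these 7 genes fell between CT18 and CT22 for 1 gene, between CT30 and CT34 for 5, and between CT34 and CT38 for 1. In FoxP1 SkmKO control mice 4 of 44 proteasome genes were rhythmic (p = 0.103), and in FoxP1 SkmKO KPC mice 1 of 43 was.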

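Of the 809 genes that were rhythmic in WT KPC and not in WT control mice, 733 (90.6%) did not pass the threshold in FoxP1 SkmKO KPC mice. A share of this kind has a base level set by the threshold. Of all 1155 genes rhythmic in WT KPC mice, 81.1% did not pass in FoxP1 SkmKO KPC mice, the group with the fewest rhythmic genes, and 837 (72.5%) did not pass in FoxP1 SkmKO control mice. The 1155 genes include the 809, so among those rhythmic in both WT groups the share not passing in FoxP1 SkmKO KPC mice was below 81.1%. Of the 809 genes, 111 were rhythmic in FoxP1 SkmKO control mice, which carried no tumors. With the Benjamini-Hochberg threshold, 89 of 92 gained genes did not pass in FoxP1 SkmKO KPC mice.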

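Each of the 130 genes listed as direct targets was matched and had an unadjusted p under 0.05 in WT KPC mice. The same was found for 40 of them in WT control mice and for 32 in FoxP1 SkmKO KPC mice, and the difference in rhythm between WT control and WT KPC mice had p under 0.05 for 32. *Gabarap* (chromosome 11, 69881969 to 69885777) had an amplitude of 3.68 FPKM in WT control mice (p = 0.240) and 3.55 FPKM in WT KPC mice (p = 0.00840), with peaks 7.67 h and 15.1 h after CT18, and its difference in rhythm had p = 0.0443 (adjusted p = 0.212). The amplitude of *Ddit4* was 1.96 FPKM in WT control mice (p = 0.240), 4.86 FPKM in WT KPC mice (p = 0.00435), and 4.74 FPKM in FoxP1 SkmKO KPC mice (p = 0.0992), and p for its difference was 0.123. The proteasome genes *Psmd1* and *Psmd11* had p = 0.00275 and p = 0.00339 in WT KPC mice, p = 0.0275 and p = 0.122 in WT control mice, and p = 0.344 and p = 0.408 in FoxP1 SkmKO KPC mice; their differences had p = 0.320 and p = 0.525, and *Psmd11* was rhythmic in FoxP1 SkmKO control mice (p = 2.1e-04). *Ube2b* (chromosome 11, 51876324 to 51891589) had an amplitude of 4.87 FPKM in WT control mice and 15.0 FPKM in WT KPC mice (p = 6.4e-04), with p = 0.0232 for the difference (adjusted p = 0.169). For *Cul2* and *Pml* the WT KPC group had p = 0.00174 and p = 7.5e-04, and the differences had p = 0.646 and p = 0.953. Among the inflammatory genes, *Stat5a* (p = 0.0189) and *Fcer1g* (p = 0.0186) had a difference in rhythm with an unadjusted p under 0.05 in WT mice, and *Stat5b* (p = 0.645) and *Clec2d* (p = 0.654) did not. *Stat5a* had p = 0.0185 and *Stat5b* p = 0.127 in FoxP1 SkmKO KPC mice. *Stat5b* and *Clec2d* were rhythmic in FoxP1 SkmKO control mice (p = 0.00271 and p = 0.00695).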

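Of the 1339 genes rhythmic in WT control mice, fitted peaks fell between CT18 and CT22 for 202 genes (15.1%), between CT22 and CT26 for 327 (24.4%), and between CT26 and CT30 for 97 (7.24%). The next intervals held 184 (13.7%, CT30 to CT34), 333 (24.9%, CT34 to CT38), and 196 genes (14.6%, CT38 to CT42). The resultant length of doubled peak times is 0 for an even distribution and 1 when all peaks lie at 2 times of day 12 h apart. It was 0.269 in WT control mice and 0.0938 in FoxP1 SkmKO control mice. In FoxP1 SkmKO control mice the 6 intervals held between 149 (12.7%) and 235 (20.1%) of the 1169 genes.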

During normal homeostatic conditions, the peak expression time of REGs is evenly distributed throughout the day, likely reflecting time-of-day-dependent biological functions,^17,25^ which was also demonstrated herein within skeletal muscles of cancer-free control mice. In this regard, in cancer-free mice, pathways related to lipid metabolism (e.g., lipid metabolic process) peak in preparation for the rest phase, while those involved in carbohydrate metabolism (e.g., response to insulin) peak in preparation for the active phase (Figure 3F), which is consistent with previous studies.^17^ However, our data show that, in response to cancer, the even distribution in the peak expression of REGs is lost, with REGs re-clustering into two distinct time points aligning with activity offset (active-to-rest transition; ~CT22) and activity onset (rest-to-active transition; ~CT34). This re-clustering includes glycolytic genes and genes involved in oxidative phosphorylation that no longer peaked in alignment with their natural rest/wake cycles (Table S3). Instead, these clustered peaks were enriched for genes that were not rhythmic in control mice and that annotated to pathways involved in inflammation, proteasome-mediated ubiquitin-dependent catabolism, positive regulation of macroautophagy, and negative regulation of fatty acid oxidation. 

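In WT KPC mice, 269 of the 1155 rhythmic genes (23.3%) had a fitted peak between CT18 and CT22, 275 (23.8%) between CT22 and CT26, and 94 (8.14%) between CT26 and CT30. Between CT30 and CT34 there were 243 (21.0%), between CT34 and CT38 186 (16.1%), and between CT38 and CT42 88 (7.62%). The resultant length of doubled peak times in WT KPC mice was 0.360. Because genes are not independent, mice were regrouped: of 100 splits of the 24 WT mice within circadian time, 31 gave a resultant length at least as large in the second group, with a median of 0.316 over the other splits. With replicate 1 or replicate 2 left out of every group, the resultant length in WT KPC mice was 0.272 or 0.169. The length differed by 0.0913 between WT KPC and WT control mice, and 50 of 100 splits gave a difference at least as large. With the Benjamini-Hochberg threshold the difference was 0.215, from 0.252 in WT control mice, and 13 of 100 splits gave one at least as large.

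**Figure D2:**
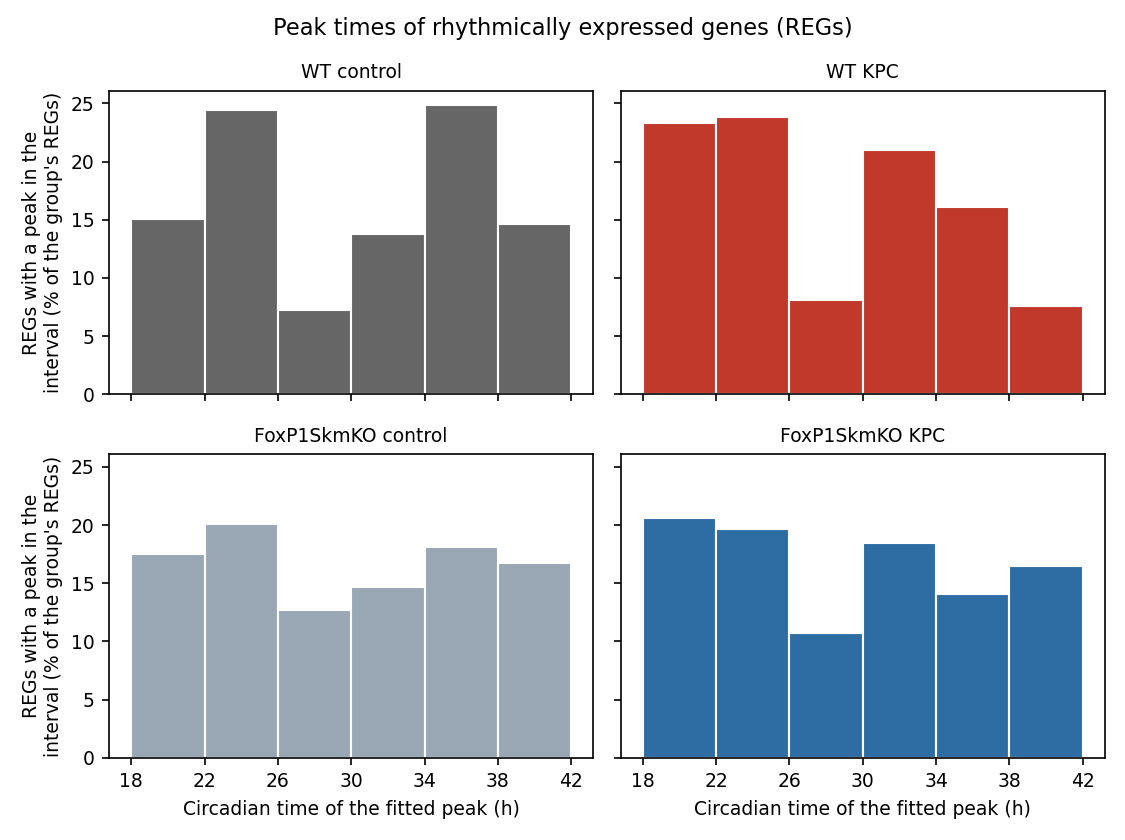
Share of rhythmically expressed genes (vertical axes, percent of the group's genes) whose fitted peak falls in each interval of 4 h (horizontal axes, circadian time in hours), for each genotype and condition. The bars of WT KPC mice stand at 23.3% between CT18 and CT22 and at 7.62% between CT38 and CT42.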

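Of 87 genes of oxidative phosphorylation, listed by gene symbol, 0 passed the threshold for rhythmicity in WT control mice (Fisher's exact test for the share among rhythmic genes, p = 0.0227, two-sided, over genes). Of the 87 genes, 5 passed in WT KPC mice, with fitted peaks between CT18 and CT22 for 1 gene, between CT22 and CT26 for 1, and between CT30 and CT34 for 3 (Fisher's exact p = 0.419). In FoxP1 SkmKO mice 3 of these genes were rhythmic in controls and 6 in KPC mice, and all 6 peaked between CT30 and CT34 (Fisher's exact p = 0.0271 for the 6). These tests were over all genes that varied. Among genes with a mean FPKM of at least 1, 564 of 10007 were rhythmic in FoxP1 SkmKO KPC mice, against 747 of all 28430. Expression level may therefore account for the low p of the 6. Glycolytic genes were not analysed as a set here.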

Importantly, these redistributions in peak REG expression in response to cancer in WT mice were not observed in FoxP1^SkmKO^ mice.

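In FoxP1 SkmKO KPC mice the 5 intervals from CT18 to CT38 held 154, 147, 80, 138, and 105 of the 747 rhythmic genes and the last held the rest, from 10.7% between CT26 and CT30 to 20.6% between CT18 and CT22. The resultant length of doubled peak times in FoxP1 SkmKO KPC mice was 0.122, and 80 of 100 splits of the 24 FoxP1 SkmKO mice within circadian time gave a value at least as large in the second group (median of the other splits 0.196). With the Benjamini-Hochberg threshold, which leaves 33 genes in this group, the length was 0.444 in FoxP1 SkmKO KPC mice and 0.467 in WT KPC mice.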

### KPC pancreatic tumors induce time-of-day-dependent alterations in skeletal-muscle gene expression in a FoxP1-dependent manner

To expand our analyses, we separately evaluated differentially expressed genes (DEGs) in skeletal muscle at each of our six time points throughout the day (Figure 4). 

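KPC and control mice were compared at each circadian time with edgeR's quasi-likelihood test on the counts, after TMM normalization and with 1 coefficient for each of the 24 groups, so that the spread between mice was estimated over all 48 libraries. The test covered 15637 genes that passed edgeR's filter on low counts, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. The authors' deposited tables come from DESeq2 on the 4 libraries of each comparison. DESeq2 run here on the same 4 libraries called the same genes as the authors' deposited tables in all 12 comparisons. In simulated counts, the edgeR test found 137 of 200 genes (68.5%) changed by 1 on the log2 scale at CT26 in WT mice. Of its 186 calls there, 15 were false, as were 15 of 181 calls by DESeq2 on 4 libraries. At CT18 edgeR found 9 of 200 genes (4.50%) changed by 0.5, with 0 false calls. DESeq2 on 4 libraries found 19 (9.50%) there, with 3 false calls. A low count at one circadian time therefore does not exclude changes of this size. The simulated counts were revised after the real results were seen.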

As shown in Figure 4A and Table S4, there was a time-of-day effect of cancer on DEGs in skeletal muscle of WT mice, with the largest number of DEGs identified following activity offset (CT26). 

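At CT26, 1121 genes were called in WT KPC mice compared with WT controls, of which 726 were higher and 395 lower, and 3342 had an unadjusted p under 0.05. At the other circadian times the test called 0 genes at CT18 (974 with an unadjusted p under 0.05), 0 at CT22 (746), 1 at CT30 (815), 0 at CT34 (948), and 4 at CT38 (1536). The gene at CT30 was *F2r* (log2 fold change -1.03, adjusted p = 0.0487), and those at CT38 were *Cebpd* (1.71, adjusted p = 0.00228), *Bcl3*, *B3gnt3* (1.12, adjusted p = 0.0288), and *Csf2rb2* (2.20, adjusted p = 0.0291); *F2r*, *Cebpd*, and *B3gnt3* were chosen after their values were seen. The authors' deposited tables hold 29, 27, 587, 32, 59, and 81 genes from CT18 to CT38, and 472 of the 587 at CT26 were among the 1121. With the trend of counts on gene length in each library removed, 406 genes were called at CT26. The called genes that were higher in KPC mice had a median length of 8788 bases, and those that were lower 2051, against 4045 for all genes tested. Of the 48 libraries, the 2 WT control libraries at CT26 had the lowest Spearman correlations of counts with gene length (-0.344 and -0.316). The WT control libraries at CT26 themselves differed from those at CT22 and CT30: 2356 genes were called between CT26 and the mean of its 2 neighbors in WT control mice. In WT KPC mice 2 genes were, *Xirp1* (0.95) and *Atf3* (1.87), both with an adjusted p of 0.0280 and chosen after their values were seen. Averaged over the 6 circadian times, 280 genes were called in WT mice (182 higher and 98 lower), and 138 when CT26 was left out.

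**Figure D3:**
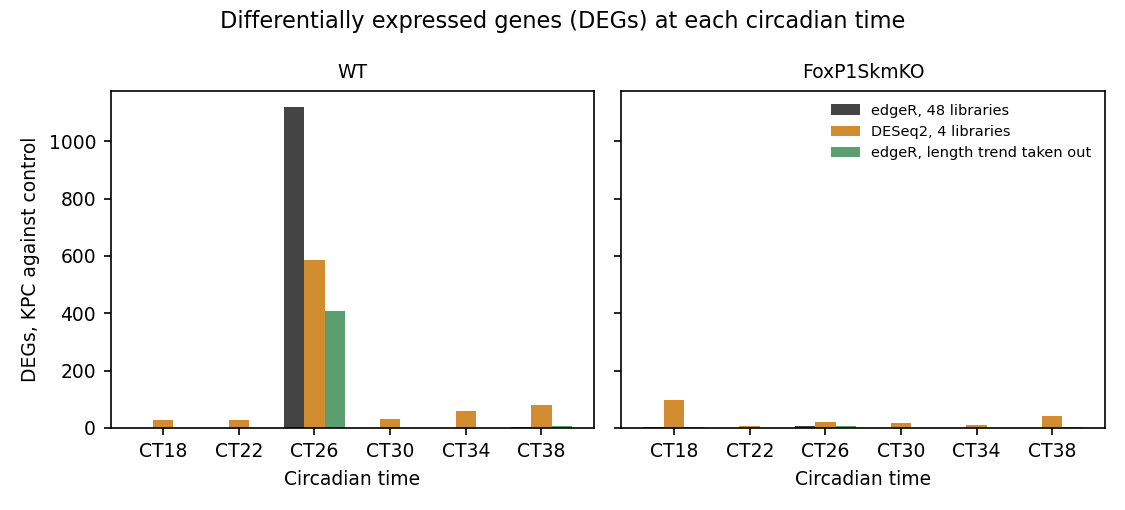
Number of differentially expressed genes between KPC and control mice (vertical axis) at each circadian time (horizontal axis) in WT and FoxP1 SkmKO mice, with bars for edgeR on 48 libraries, DESeq2 on the 4 libraries of each comparison, and edgeR after the trend on gene length was removed. In WT mice at CT26 the bars stand at 1121, 587, and 406 genes.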

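At CT18, *Nr1d1* (chromosome 11, 98658758 to 98666159, minus strand) had 10.1 and 10.7 FPKM in the 2 WT control mice and 20.4 and 17.9 FPKM in the 2 WT KPC mice, a log2 fold change of 0.87 (standard error 0.20, adjusted p = 0.578). At CT22 its log2 fold change was 0.57 (standard error 0.19, adjusted p = 0.913), from 25.1 and 25.9 FPKM to 35.6 and 40.6 FPKM. *Per1* had a log2 fold change of 0.83 at CT18 (standard error 0.34, adjusted p = 0.708) and -0.10 at CT22 (standard error 0.34, adjusted p = 1.00). *Bhlhe40* (chromosome 6, 108637590 to 108643886, plus strand) had a log2 fold change of 0.28 at CT18 (standard error 0.17, adjusted p = 0.851) and 0.70 at CT22 (standard error 0.17, adjusted p = 0.490), where it went from 15.0 and 14.3 FPKM to 25.2 and 22.9 FPKM. None of these 3 genes was called by edgeR on 48 libraries at either time. DESeq2 on the 4 libraries of each comparison called *Per1* and *Nr1d1* at CT18 and *Nr1d1* and *Bhlhe40* at CT22, with an adjusted p as low as 1.2e-06 at CT18 and 6.5e-06 at CT22.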

KEGG analysis of genes increased in WT KPC mice compared to cancer-free controls during the active phase (CT18 and CT22) (Figure 4B), identified an enrichment of genes annotating to circadian rhythm, and, specifically, genes encoding the negative limb of the circadian mechanism, including *Per1, Nr1d1,* and *Bhlhe40* (Figure 4C). Pathways of complement and coagulation cascades (e.g., *C3* and *F13a1*) as well as HIF-1 signaling (e.g., *Egln3* and *Pfkfb3*) were also enriched at these time points. 

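The complement gene *C3* had 9.36 and 10.1 FPKM in WT control mice and 15.3 and 17.8 FPKM in WT KPC mice at CT18, a log2 fold change of 0.76 (standard error 0.40, adjusted p = 0.830). *F13a1* at CT18 had a log2 fold change of 1.14 (standard error 0.36, adjusted p = 0.685), from 0.967 and 1.03 FPKM to 1.92 and 2.51 FPKM. *Egln3* at CT22 had a log2 fold change of 0.87 (standard error 0.20, adjusted p = 0.412), from 6.47 and 6.09 FPKM to 13.9 and 9.29 FPKM, and *Pfkfb3* had 0.54 at CT22 (standard error 0.43, adjusted p = 1.00). All 4 genes were higher in KPC mice at both CT18 and CT22. Of the 4, 0 were called by edgeR on 48 libraries, and 1 had an unadjusted p under 0.05 at each time. DESeq2 on 4 libraries called *C3* and *F13a1* at CT18 and *Egln3* and *Pfkfb3* at CT22. Pathway enrichment was not computed here.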

Following activity offset (CT26), genes upregulated in KPC mice were enriched for pathways involved in autophagy (e.g., *Ulk2* and *Ambra1*), while downregulated genes were enriched for pathways related to oxidative phosphorylation (e.g., *Ndufa1*, *Sdhc, Uqcrc1, Cyc1, Cox6c,* and *Atp6v1e1*) and the citrate cycle (e.g., *Pdhb, Mdh1,* and *Suclg1*). 

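All 11 of these genes were called at CT26 in WT mice, by edgeR on 48 libraries and by DESeq2 on 4 libraries. *Ambra1* (chromosome 2, 91560479 to 91749194) had a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.00227) and *Ulk2* 0.35 (standard error 0.08, adjusted p = 0.00595). The 9 lower genes had log2 fold changes from -0.48 for *Ndufa1* (standard error 0.15, adjusted p = 0.0495) to -0.26 for *Suclg1* (standard error 0.07, adjusted p = 0.0166). *Atp6v1e1* (chromosome 6, 120771266 to 120799754), a subunit of the vacuolar proton pump, had the lowest adjusted p among them, 3.1e-04, with a log2 fold change of -0.45 (standard error 0.08). In FPKM, *Atp6v1e1* had 25.1 and 22.3 in WT control mice, 18.4 and 16.4 in WT KPC mice, 18.4 and 17.1 in FoxP1 SkmKO control mice, and 16.1 and 16.4 in FoxP1 SkmKO KPC mice. *Ambra1* had 3.81 and 3.93 FPKM in WT control mice, 5.15 and 5.89 in WT KPC mice, 5.97 and 5.52 in FoxP1 SkmKO control mice, and 5.33 and 5.49 in FoxP1 SkmKO KPC mice. As a set of 85 tested genes, oxidative phosphorylation had a median log2 fold change of -0.36 in WT mice at CT26, with 2 of the 85 genes higher (limma's camera test with a preset correlation of 0.01, adjusted p = 6.3e-32 over 11 sets). Under fry, the adjusted p was 7.5e-04. That test keeps the correlation of genes found in the data. It asks whether the set itself changed, while camera compares the set with the other genes. Between the control groups of the 2 genotypes at CT26, the set had a median log2 fold change of -0.28 (FoxP1 SkmKO against WT), and fry gave an adjusted p of 0.00325.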

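In WT mice at CT34, *Col6a1* had 9.88 and 5.81 FPKM in controls and 4.07 and 3.85 FPKM in KPC mice, a log2 fold change of -0.98 (standard error 0.32, adjusted p = 0.776). *Col4a1* fell from 22.9 and 23.1 FPKM to 17.4 and 17.2 FPKM at CT30, a log2 fold change of -0.41 (standard error 0.16, adjusted p = 0.909), and had -0.42 at CT34. *Tnxb* had log2 fold changes of -0.25 at CT30 and -0.52 at CT34, with an adjusted p of 0.991 and 0.912. Among genes of muscle contraction, *Tnnc1* (chromosome 14, 30930269 to 30933686) had 0.882 and 1.08 FPKM in WT controls and 6.34 and 3.07 FPKM in WT KPC mice at CT34, a log2 fold change of 2.28 (standard error 0.66, adjusted p = 0.649). *Des* had 0.18 at CT30 and 0.30 at CT34, and *Myl3* -0.08 at CT30 and 0.86 at CT34. *Tnnc1* and *Myl3* belong to the slow-fiber genes, whose levels varied together between replicate mice of one group. None of these 6 genes was called by edgeR on 48 libraries at either time, while DESeq2 on 4 libraries called *Col4a1* at CT30 and all but *Tnxb* at CT34. As a set, 40 collagen genes had a median log2 fold change of -0.48 at CT30, with 3 of 40 higher (camera, adjusted p = 1.4e-10; fry, adjusted p = 0.323), and -0.60 at CT34, with 4 of 40 higher (camera, adjusted p = 7.3e-12; fry, adjusted p = 0.122).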

During the rest phase (CT30 and CT34), ECM-receptor interaction (e.g., *Tnxb, Col4a1,* and *Col6a1*) was the most enriched pathway among genes downregulated in WT KPC mice, while hypertrophic cardiomyopathy (e.g., *Des, Tnnc1,* and *Myl3*) was the most enriched pathway among upregulated genes. Interestingly, following activity onset (CT38), pathways established to be involved in cancer-induced muscle wasting, including JAK-STAT, tumor necrosis factor (TNF), and FoxO signaling pathways, were enriched from genes increased in KPC mice (e.g., *Jak3, Osmr, Nfkbia, Bcl3, Gadd45g,* and *Cebpb*). 

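Of these genes, *Bcl3* (chromosome 7, 19542387 to 19556695) was called at CT38 in WT mice, with 0.357 and 0.286 FPKM in controls and 1.54 and 1.98 FPKM in KPC mice (log2 fold change 2.44, standard error 0.40, adjusted p = 0.00616). All 6 genes were higher in KPC mice and had an unadjusted p under 0.05, and all 6 were called by DESeq2 on 4 libraries. With edgeR on 48 libraries, the log2 fold changes of the other 5 lay between 0.75 for *Nfkbia* (standard error 0.17, adjusted p = 0.0964) and 1.04 for *Osmr* (standard error 0.29, adjusted p = 0.227). *Jak3* had 0.83 (standard error 0.24, adjusted p = 0.232), *Gadd45g* 1.01 (standard error 0.35, adjusted p = 0.340), and *Cebpb* 0.83 (standard error 0.28, adjusted p = 0.328). In FoxP1 SkmKO mice at CT38 the 6 genes were higher in KPC mice as well, with log2 fold changes of 0.85 for *Jak3*, 1.00 for *Osmr*, 0.23 for *Nfkbia*, 0.99 for *Bcl3*, 0.96 for *Gadd45g*, and 0.73 for *Cebpb*, and 5 of the 6 had an unadjusted p under 0.05. DESeq2 on 4 libraries called 3 of the 6 in FoxP1 SkmKO mice, and edgeR on 48 libraries 0. The differences between the genotypes at CT38 had an adjusted p of 1.00 for all 6, and 2 of them had an unadjusted p under 0.05 (*Bcl3*, difference 1.45, p = 0.0131 from edgeR's quasi-likelihood test; *Nfkbia*, 0.52, p = 0.0342).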

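In FoxP1 SkmKO mice, the edgeR test called 3 genes at CT18 (2158 with an unadjusted p under 0.05), 0 at CT22 (733), 6 at CT26 (1392), 0 at CT30 (1399), 0 at CT34 (633), and 1 at CT38 (1259). The genes at CT18 were *Lrg1* (log2 fold change 1.46), *Gask1b* (-1.75), and *Kctd12b* (-1.63), and the gene at CT38 was *Cebpd* (1.66), which was also called in WT mice (*Lrg1*, *Gask1b*, and *Cebpd* were chosen after their values were seen). The authors' deposited tables hold 97, 7, 21, 18, 9, and 41 genes for FoxP1 SkmKO mice from CT18 to CT38. A call in one genotype and not in the other does not test a difference between them, so the difference itself was tested in the same fit, as the log2 fold change in WT mice minus that in FoxP1 SkmKO mice. It was called for 0 genes at CT18 (1633 with an unadjusted p under 0.05), 1 at CT22 (824), 54 at CT26 (1722), 0 at CT30 (776), 1 at CT34 (705), and 0 at CT38 (654). The single genes, chosen after their values were seen, were *Timp4* at CT22 (-1.45, adjusted p = 0.0491) and *Ccn1* at CT34 (1.34, adjusted p = 0.0202). In the authors' deposited tables, 786 pairs of a gene and a circadian time are called in WT mice and not in FoxP1 SkmKO mice. For 41 of these pairs (5.22%) the difference between the genotypes was called here, 386 had an unadjusted p under 0.05, and 636 (80.9%) had the same direction in both genotypes. The pairs with the same direction were 12 of 23 at CT18, 9 of 27 at CT22, 487 of 581 at CT26, 28 of 31 at CT30, 41 of 58 at CT34, and 59 of 66 at CT38, and at CT22 the difference had an unadjusted p under 0.05 for 15 of the 27. Of the 41 pairs with a called difference, 39 were at CT26.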

For each time point, a significant proportion of the genes differentially expressed in response to KPC tumors required FoxP1 (Figure 4B; Table S4). Given that the largest number of DEGs induced by tumor burden occurred following activity offset (CT26), heatmaps of FoxP1-dependent DEGs at CT26 belonging to top-ranking enriched pathways of interest are shown in Figure 4D. 

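Of the 1121 genes called at CT26 in WT mice, *Slc8a3* and *Glrx3* were called in FoxP1 SkmKO mice at that time, and 869 (77.5%) had the same direction there. Unchanged genes give 53.4% in simulation. The simulated genes varied independently, while real genes share trends such as that on gene length, so the 53.4% is no firm base level. Across all genes, the log2 fold changes of the 2 genotypes at CT26 had a correlation of 0.086. The median log2 fold change in the direction of the WT effect was 0.47 in WT mice and 0.10 in FoxP1 SkmKO mice, and 52 of the 1121 genes had a difference between the genotypes with an adjusted p under 0.05. The test of FoxP1 SkmKO control against WT control mice at CT26 called 943 genes, whereas it called 0 at CT18, CT22, and CT30, 1 at CT34 (*Ccn1*), and 3 at CT38 (*Mical2*, *Otub2*, and *Rgs2*). Among the 1121 genes, 633 were called between the control groups, and 99.9% differed there in the direction of the WT tumor effect, with a median of 0.40. Both comparisons use the 2 WT control libraries of CT26, which alone gives 87.9% with the same direction in simulated data without an effect. Between the KPC groups of the 2 genotypes at CT26, 0 of the 1121 genes were called and 1 gene of all tested was, *Dctpp1*, and the median in the direction of the WT effect was 0.03. These named genes were chosen after their values were seen.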

Overall, these findings demonstrate that genes annotating to pathways of protein turnover gain rhythmicity in skeletal muscle in response to cancer, showing time-of-day-dependent increases in gene expression, which occurred in a FoxP1-dependent manner. In contrast, metabolic pathways lose rhythmicity in skeletal muscle, with those involved in oxidative metabolism showing time-of-day-dependent downregulation in a FoxP1-dependent manner.

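Genes of protein turnover were also tested as predefined sets, on the tumor effect averaged over the 6 circadian times. The 11 atrophy genes, which include *Fbxo32*, *Trim63*, and *Sqstm1*, had a median log2 fold change of 0.08 in WT mice, with 10 of 11 higher (camera, adjusted p = 0.0255; fry, adjusted p = 0.134), and 0.11 in FoxP1 SkmKO mice, with 11 of 11 higher (camera, adjusted p = 7.8e-05; fry, adjusted p = 0.0148). For 42 proteasome genes the median was -0.04 in WT mice (camera, adjusted p = 0.00554; fry, adjusted p = 0.161) and 0.02 in FoxP1 SkmKO mice (camera, adjusted p = 0.00520; fry, adjusted p = 0.197). The difference between the genotypes in the proteasome set had a median of -0.066 (fry, adjusted p = 0.167).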

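Averaged over the 6 circadian times, the 85 genes of oxidative phosphorylation had a median log2 fold change of -0.10 in WT mice, with 2 of 85 higher (camera, adjusted p = 6.1e-20; fry, adjusted p = 0.0319), and -0.03 in FoxP1 SkmKO mice (camera, adjusted p = 0.00520; fry, adjusted p = 0.555). At CT26 the set had a median of -0.16 in FoxP1 SkmKO mice, with 4 of 85 higher (camera, adjusted p = 4.0e-15; fry, adjusted p = 0.393). The difference between the genotypes at CT26 had a median of -0.20 (camera, adjusted p = 2.5e-09; fry, adjusted p = 0.360). The value at CT26 rests on WT control libraries that stood apart from those at CT22 and CT30 and from FoxP1 SkmKO controls. From the lower expression of these genes in WT KPC mice, and its absence from the calls in FoxP1 SkmKO mice, the paper concludes that pathways of oxidative metabolism are downregulated at particular times of day in a manner that depends on FoxP1.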

FoxP1-dependent DEGs identified above in skeletal muscle of KPC tumor-bearing mice may reflect both direct and indirect targets regulated by FoxP1. To determine which of these genes may be direct FoxP1 targets in the context of tumor burden, we overlapped FoxP1-dependent DEGs at each time point from our circadian RNA-seq dataset with genes showing FoxP1 binding within their promoter region as determined by ChIP-seq (Figure S1; Table S5). 

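With edgeR on all 48 libraries, 1122 genes were called in WT mice at one or more circadian times and at none in FoxP1 SkmKO mice, and with DESeq2 on the 4 libraries of each comparison there were 672 gene symbols. In the authors' deposited tables, 742 symbols are called in WT mice at any time, 168 in FoxP1 SkmKO mice, and 70 in both. Of the 742, 558 are called in WT mice at CT26 only, and 184 at any other time. ChIP-seq binding was not analysed here. In the tumor effect averaged over the 6 circadian times, genes with one direction at all 6 times and the largest log2 fold changes were, in WT mice, *Tgtp1* (1.87, standard error 0.31, adjusted p = 0.00128), *Gbp4* (1.39), *H2-Q7* (1.33), *Kera* (-1.56), *Actc1* (-1.22), and *Col12a1* (-0.89, adjusted p = 0.0318). These 6 genes had, in FoxP1 SkmKO mice, 0.88, 0.60, 0.46, -0.97, -0.71, and -0.87. The largest in FoxP1 SkmKO mice were those of *Csf2rb2* (0.98, adjusted p = 0.00221; 1.22 in WT mice), *Csf2rb* (0.96; 1.16 in WT mice), *Fam110d* (0.95; 0.94 in WT mice), *Itgbl1* (-0.89; -0.72 in WT mice), *Lum* (-0.79; -0.48 in WT mice), and *Kctd12b* (-0.72; -0.54 in WT mice). All 12 had the same direction in both genotypes, and the difference between the genotypes was called for 0 genes in the average (1020 with an unadjusted p under 0.05). *Csf2rb*, *Csf2rb2*, *Gbp4*, *Tgtp1*, and *H2-Q7* have close paralogs with which reads could have been exchanged.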

Of the 673 FoxP1-dependent DEGs across all time points in skeletal muscle of KPC mice, 108 displayed FoxP1 binding within their promoter regions (74 upregulated and 34 downregulated), supporting these genes as direct FoxP1 targets in response to cancer. Several of the direct FOXP1 targets *upregulated* in response to cancer were transcriptional repressors of the circadian clock, including *Kfl9, Nr1d1, Per1,* and *Bhlhe40,* providing further evidence that FOXP1 is a negative regulator of clock function in skeletal muscle in response to cancer. 

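Averaged over the 6 circadian times, *Per1* had a log2 fold change of 0.61 between WT KPC and WT control mice (standard error 0.14, adjusted p = 0.0159) and *Bhlhe40* 0.30 (standard error 0.07, adjusted p = 0.0186). *Nr1d1* had 0.13 (standard error 0.08, adjusted p = 0.462), with a positive value at CT18, CT22, and CT26 and a negative value at CT30, CT34, and CT38, and *Klf9* (chromosome 19, 23118590 to 23145498, plus strand) had 0.07 (standard error 0.04, adjusted p = 0.346). The averaged log2 fold change in FoxP1 SkmKO mice was 0.32 for *Per1* (standard error 0.13, adjusted p = 0.283), 0.18 for *Bhlhe40* (standard error 0.07, adjusted p = 0.245), -0.10 for *Nr1d1* (adjusted p = 0.652), and 0.08 for *Klf9* (adjusted p = 0.399). The difference between the genotypes was called for 0 of the 4 genes, and 1 of them, *Nr1d1*, had an unadjusted p under 0.05, with a difference of 0.23 (standard error 0.11, adjusted p = 0.764). At single circadian times, edgeR on 48 libraries called *Per1* and *Klf9* at CT26 in WT mice. *Per1* had 1.56 and 2.01 FPKM in WT control mice and 7.99 and 3.71 FPKM in WT KPC mice, a log2 fold change of 1.71 (standard error 0.36, adjusted p = 0.00301), and 5.38 and 7.55 FPKM in FoxP1 SkmKO control mice. *Klf9* went from 26.4 and 29.9 FPKM to 36.4 and 36.6 FPKM, a log2 fold change of 0.37 (standard error 0.09, adjusted p = 0.0107), and had 36.3 and 34.0 FPKM in FoxP1 SkmKO control mice. The difference between the genotypes at CT26 was 1.23 for *Per1* (adjusted p = 0.311) and 0.24 for *Klf9* (adjusted p = 0.506).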

In line with this, analysis of RNA-seq data collected from skeletal muscles of cancer-free mice with inducible skeletal-muscle-specific FOXP1 overexpression (FoxP1^iSkmOE^) revealed that FOXP1 overexpression is sufficient to upregulate transcriptional repressors of the clock (*Per1, Cry2,* and *Bhlhe41*) and repress clock activators (*Bmal1* and *Clock*) (Figure 5A). In further support of FoxP1 as a negative regulator of clock function in muscle, 23% of genes differentially expressed in muscles of FoxP1^iSkmOE^ mice were found to overlap with genes differentially expressed in muscles with disrupted clock function due to muscle-specific deletion of clock activator, *Bmal1* (Figure 5B).^18^ When considering the function of genes commonly disrupted via either FOXP1 overexpression or *Bmal1* deletion, many are related to pathways known to be disrupted in cancer cachexia.^4,26-28^ In this regard, downregulated genes were commonly enriched for pathways associated with carbohydrate metabolism, including insulin-stimulated glucose uptake (e.g., *Prkaa2* and *Pik3r1*) and glucose oxidation (e.g., *Pdp1* and *Pdp2*), while upregulated genes were commonly enriched for pathways related to lipid metabolism, including fatty acid beta-oxidation (e.g., *Cpt2* and *Hadha*), fatty acid transport (e.g., *Fabp3* and *Plin2*), and protein degradation (e.g., *Psme1* and *Traf2*) (Figure 5C). These findings thus demonstrate that FOXP1 is sufficient to dysregulate clock-controlled genes (i.e., genes regulated by BMAL1).

### Clock transcriptional repressors are negatively associated with muscle size and are increased in skeletal muscle of cachectic cancer patients

Thus far, our findings indicate that circadian patterns of gene expression are disrupted in cachectic skeletal muscles in response to cancer that may be mediated, at least in part, via FoxP1-dependent upregulation of clock transcriptional repressors. To determine the translational relevance of these findings, we leveraged our previously published transcriptomic dataset obtained from skeletal muscles of patients with pancreatic ductal adenocarcinoma (PDAC).^26^ Core clock genes were extracted and correlated with our published skeletal-muscle index (SMI) data obtained from computed tomography scans of the same patients.^29^ We found statistically significant negative correlations between SMI and expression levels of the clock transcriptional repressors *PER1, PER2,* and *NFIL3* (Figure 6A). We next compared the expression levels of clock genes in muscles from weight-stable control patients, and PDAC patients classified as cachectic based on a body mass loss greater than 5% in combination with low SMI relative to their body mass index (i.e., muscle depletion).^30^ In agreement with our correlation analyses, the clock repressors *PER2, NFIL3,* as well as *CRY1* were significantly increased in skeletal muscles of cachectic PDAC patients compared to weight-stable controls (Figure 6B). Since we identified multiple clock transcriptional repressors as direct targets upregulated by FOXP1 in muscle, we further examined whether *FOXP1* expression levels correlate with the levels of these clock repressors in skeletal muscles of PDAC patients. We found statistically significant positive correlations between expression levels of *FOXP1* and the clock transcriptional repressors *PER2, NFIL3,* and *CRY1* (Figure 6C). These data provide translational relevance to our pre-clinical studies that implicate FOXP1 as an upstream activator of clock transcriptional repressors in skeletal muscle that may contribute to disruptions in circadian patterns of gene expression that are necessary to maintain skeletal-muscle homeostasis.

## DISCUSSION

In recent studies, we demonstrated that the levels of FOXP1 in skeletal muscle of pancreatic cancer patients are tightly linked with cachexia, with high levels of *FOXP1* associated with low skeletal muscularity and increased body weight loss.^12^ Importantly, we further showed that FoxP1 upregulation in skeletal muscle is not only sufficient to drive muscle wasting and weakness but is required for muscle wasting in a murine model of pancreatic cancer.^12,13^ However, the biological processes regulated by FoxP1 in skeletal muscle remained largely unknown. Here, by conducting FoxP1 gain- and loss-of-function studies, we identify skeletal-muscle FoxP1 as a negative regulator of the skeletal-muscle clock that plays a key role in disrupting circadian patterns of gene expression in response to cancer. This is of potential importance given that disruption to the skeletal-muscle clock is sufficient to induce phenotypes common to cancer cachexia,^4,26-28^ including muscle atrophy and weakness, reduced regenerative capacity, fibrosis, and increased insulin resistance.^17-21^ Specifically, we found that FoxP1 directly binds and represses clock activator genes (e.g., *Bmal1*) and activates clock repressor genes (e.g., *Per1, Cry1,* and *Cry2*) and was necessary for the disruptions to circadian patterns of gene expression in skeletal muscle in response to pancreatic cancer. In this regard, we identified that cancer causes a significant loss of rhythmicity in gene programs that normally exhibit circadian expression in skeletal muscle, including those associated with carbohydrate, lipid, and oxidative metabolism, while causing a *gain* in rhythmicity in gene programs linked to muscle wasting, including autophagy, the ubiquitin-proteasome system, and inflammation.

Our findings herein also revealed a substantial interference with the normal temporal distribution of peak expression of clock-controlled genes (i.e., rhythmically expressed genes) in skeletal muscle in response to cancer. These rhythmic oscillating peaks in gene expression are a key component of predictive homeostasis where cellular changes anticipate time-of-day-dependent biological functions in skeletal muscle that are crucial for maintaining cellular and tissue homeostasis. Indeed, these rhythmic changes function to coordinate metabolic pathways and allow adaptations to fluctuations in energy demands during rest/wake and fasting/feeding cycles.^31^ In skeletal muscle, there is an increase in glycolytic metabolism during the wake/feeding cycle and an increase in oxidative metabolism during the rest/fasting cycle.^17^ In preparation for this, circadian predictive homeostasis upregulates the expression of glycolytic genes during rest offset/activity onset as well as the expression of oxidative genes during activity offset/rest onset. However, in the current study, we observed that, in skeletal muscles of mice with pancreatic cancer, many of these metabolic genes lose their rhythmicity and their expression no longer peaks in alignment with their natural rest/wake cycles. Moreover, the expression levels of genes annotating to the citrate cycle and to oxidative phosphorylation pathways in mice with cancer were significantly lower than observed in control mice following transition to the resting phase, when these genes are normally upregulated.^31^ Overall, this results in diminished metabolic flexibility and could compromise the oxidative metabolism of lipids and carbohydrates during a time when the body typically relies on oxidative metabolism, forcing a greater reliance on glycolytic metabolism during this phase. Although circadian metabolomics analyses in muscle are needed to fully understand how cellular metabolism is impacted by tumor burden across the rest/active cycles, a disruption to skeletal-muscle oxidative metabolism is a consistent finding across cachexia studies.^32^

We found that these circadian disruptions to metabolic networks in skeletal muscle are mediated, at least in part, via FoxP1. In this regard, we show that muscle-specific deletion of FoxP1 prevents the cancer-induced loss of rhythmic expression in 104 genes, 37 of which are direct FoxP1 targets and include genes related to carbohydrate metabolism, lipid metabolism, and mitochondrial regulation. FoxP1 deletion normalized their diurnal fluctuations in expression, allowing these genes to peak in alignment with natural rest/wake cycles despite tumor burden. In addition to directly targeting a subset of REGs, our data suggest that FoxP1 may contribute to disruptions in circadian patterns of gene expression through direct binding and regulation of core clock components, most notably transcriptional repressors of the clock. In this regard, we identified several transcriptional repressors of the clock to be increased during the active phase, at CT18 and CT22, in a FoxP1-dependent manner, which would be expected to interfere with the normal rhythmic patterning of genes controlled by the skeletal-muscle clock. However, as mentioned above, a subset of REGs that lost rhythmicity in response to cancer in a FoxP1-dependent manner were direct FoxP1 target genes. Thus, it is possible that FOXP1 bound to gene-regulatory regions in the context of cancer could directly interfere with the rhythmic induction of these genes by the clock transcriptional activators, BMAL/CLOCK. In support of this possibility, our ChIP-seq dataset identified a BMAL1 consensus motif as a top-ranking *de novo* motif within FOXP1-bound DNA regions in skeletal muscle. Moreover, of the 37 genes that lost rhythmicity in response to cancer that were identified as direct FoxP1 targets, 24 (65%) were also identified via ChIP-seq as direct targets bound by BMAL:CLOCK in skeletal muscle (Table S2).^33^ This close proximity in FOXP1 and BMAL1 binding at certain genomic loci could thus lead to co-regulation of these genes, which warrants further investigations.

In addition to mediating the cancer-induced disruptions to the normal rhythmic expression patterns of clock-controlled genes involved in oxidative metabolism, we show herein that skeletal-muscle FoxP1 was required for the gain in rhythmicity of gene programs linked to muscle wasting. Prior studies have consistently shown that genes involved in muscle catabolism are upregulated in the skeletal muscle of tumor-bearing hosts. However, herein, through our analysis of the circadian transcriptome, we add to this existing knowledge base and reveal that genes annotating to pathways of autophagy, proteasomal degradation, and inflammation exhibit time-of-day-dependent increases in their expression in a FoxP1-dependent manner. In the context of cancer cachexia, catabolic pathways involved in muscle protein degradation have been shown to be activated by systemic mediators elevated in the circulation of tumor-bearing hosts.^34^ This includes circulating cytokines that can signal through cytokine receptors present on muscle fibers, as well as cortisol, which is produced following activation of the hypothalamic-pituitary-adrenal axis and can activate atrophy-related genes following binding to the glucocorticoid receptor.^34^ Although speculative, the gain in rhythmicity of genes linked to inflammation and muscle catabolism in response to cancer could therefore be related to circadian programs in other cell types and tissues that govern the expression and secretion of these circulating factors.

In conclusion, our data demonstrate that cancer disrupts the normal circadian patterns of gene expression in skeletal muscle at a time point that we have recently shown coincides with the onset of muscle wasting.^14,15^ We found that, in response to cancer, pathways related to skeletal-muscle wasting become rhythmic, showing increased expression that peaks at activity onset, while pathways involved in carbohydrate, lipid, and oxidative metabolism lose rhythmicity, no longer peaking in alignment with their natural rest/wake cycles. We further show that skeletal-muscle FoxP1 is a key mediator of these disruptions in response to cancer, which may be mediated, at least in part, through direct binding and dysregulation of core clock genes, clock-controlled genes, and genes involved in muscle catabolism.

The identification of circadian disruption in skeletal muscle of tumor-bearing hosts provides an opportunity to study how the clock could be leveraged to attenuate cancer-induced muscle pathologies. In this regard, consistent sleep, feeding, and physical activity patterns have been shown to reset dysregulated circadian rhythms and improve clock function in skeletal muscle and other tissues.^35^ Mechanistically, these lifestyle modifications are thought to improve clock function by enhancing the rhythmic expression of transcription factors, cofactors, and genes that regulate metabolism,^36,37^ and their study in the context of skeletal-muscle clock disruption in tumor-bearing hosts certainly warrants investigation.

### Limitations of the study

As with all studies, there are limitations to this work. The FOXP1 ChIP-seq data were collected from the gastrocnemius-plantaris muscle complex, to provide sufficient starting material, whereas the RNA-seq experiments used the TA muscle, which is commonly used in cancer cachexia studies. Thus, integration of datasets ignores any potential muscle-specific differences. Furthermore, the RNA-seq and ChIP-seq datasets were generated from mice that were 3–4 and 10–12 months old, respectively, and direct target genes of FOXP1 could differ in skeletal muscle based on age. Moreover, we fully recognize that males and females can respond differently to cancer^38^ and that additional circadian studies should be conducted in female mice. We also only studied mice at a time point reflective of cachexia onset, and thus understanding how our findings change with cachexia progression will be important.

## STAR★METHODS

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

All experiments were conducted at the University of Florida and in compliance with the National Institutes of Health Guidelines for Use and Care of Laboratory Animals and approved by the University of Florida Institutional Animal Care and Use. Mice were housed in a temperature-controlled and humidity-controlled facility on a 12-h light/dark cycle, unless otherwise specified, with *ad libitum* access to water and standard diet.

### METHOD DETAILS

#### Cancer cachexia model

Murine pancreatic KPC FC1245 cells, which derive from the tumor of a KPC (LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx-1-Cre) mouse, were gifted by Dr. David Tuveson (Cold Spring Harbor Laboratory, Cold Spring Harbor, New York, NY).^46^ The cells were cultured in growth medium (Dulbecco’s Modified Eagle’s Medium with 10% fetal bovine serum and 1% penicillin/streptomycin) in a humidified chamber set to 37°C and 5% CO_2_. The authenticity of the KPC FC1245 cell line has been described previously.^46^ Cell lines were verified to be mycoplasma free prior to receipt and by IDEXX BioAnalytics using PCR evaluation.

Cancer cachexia was induced by orthotopically injecting 2.5 × 10^5^ KPC cells into the pancreas of mice as previously described.^29^ Control littermates underwent a comparable orthotopic surgery, in which the pancreas was surgically exposed and injected with sterile saline. Mice were euthanized 12 days after inoculation which corresponds to the onset of muscle wasting in this model in our hands^14,15^ and before Institutional Animal Care and Use Committee-mandated humane endpoints based on body condition score, body mass loss, and signs of pain and/or distress. Only male mice were included as we recently demonstrated that skeletal muscle expression of FoxP1 is required for muscle wasting and weakness in response to pancreatic cancer in males but not in females.^13^

#### ChIP-sequencing

*Gastrocnemius-plantaris* muscle complexes from the hind limbs were isolated and pooled from 12-week-old C57BL/6J male mice purchased from Jackson Laboratory (Bar Harbor, ME) with and without KPC pancreatic tumors (*n* = 2 mice/group) 2–4 h after lights on at zeitgeber time (ZT) 2–4. Isolated whole muscle samples were sent to Active Motif (Carlsbad, CA) for ChIP-seq. A ChIP reaction was carried out using 15 μg of skeletal muscle chromatin and anti-FoxP1 antibody (Millipore, ABE68, RRID:AB_10631734). ChIP DNA sequences generated by a standard Illumina ChIP-sequencing library were aligned to the mouse genome (mm10). Binding events were called and identified using MACS^16^ with the manufacturer default cutoff of *p* < 1 × 10^−7^. *De novo* motifs were identified via HOMER.^42^

#### Circadian collection and skeletal muscle-specific FoxP1 deletion

Following an acclimation period to ensure entrainment to 12-h light/dark cycle (lights on: 6 a.m.), mice were kept in constant darkness for 18 h (circadian time 0: CT0) in light-tight circadian cabinets (Actimetrics, Wilmette, IL; RRID: SCR 025083) as previously described.^25^ TA muscles were isolated and flash frozen in liquid nitrogen for RNA-sequencing from 39- to 55-week-old male C57BL/6J (WT) mice and homozygous FoxP1^fl/fl^ x ACTA1-Cre (FoxP1^SkmKO^) mice, recently described elsewhere,^13^ with and without murine KPC pancreatic tumors at CT 18, 22, 26, 30, 34, and 38 (*n* = 2 mice/condition/genotype/time point), as previously described.^17^ To maintain constant darkness, mice were euthanized by cervical dislocation under dim red light. We obtained FoxP1^fl/fl^ mice from Dr. Haley Tucker at the University of Texas at Austin^39^ and ACTA1-Cre mice were purchased from The Jackson Laboratory (#006149). To determine differences in core clock gene expression, TA muscles were isolated and flash frozen in liquid nitrogen for qRT-PCR from 20-week-old male WT and FoxP1^SkmKO^ mice with and without murine KPC pancreatic tumors 2–4 h after lights on (6 a.m.) at ZT2-4 (*n* = 4 mice/condition/genotype).

#### Inducible skeletal muscle-specific overexpression of FoxP1

To enable skeletal muscle-specific FoxP1 overexpression (FoxP1^SkmOE^), we obtained FoxP1^flSTOP^ mice with conditional transgenic expression of FoxP1 from Dr. Hui Hu at the University of Alabama^47^ and crossed them with tamoxifen-inducible human skeletal α-actin (HSA)-MerCreMer mice (The Jackson Laboratory, #025750), as previously described.^12^ Tamoxifen was injected intraperitoneally at a concentration of 80 mg/kg of tamoxifen (Thermo Fisher, Waltham, MA) diluted in 100 μL of corn oil on 4 consecutive days to FoxP1^flSTOP^ x HSA-MerCreMer mice to enable overexpression of skeletal muscle FoxP1 (FoxP1^SkmOE^) and to FoxP1^flSTOP^ mice as a control. *Tibialis anterior* (TA) muscles were isolated and flash frozen in liquid nitrogen for RNA-sequencing from 13- to 18-week-old female FoxP1^iSkmOE^ and Control mice (*n* = 5 mice/group). Both groups were euthanized, and muscles were isolated three days following the 4th day of injections 2–4 h after lights on (6 a.m.) at ZT2-4.

#### RNA isolation, qRT-PCR, and sequencing

RNA isolation was performed by homogenization of TA muscles in Trizol (Thermo Fisher) followed by extraction with chloroform, precipitation with isopropanol, and treatment with DNAse (AM1906, Invitrogen). A total of 1 μg of RNA was reverse transcribed using an iScript Advance cDNA Synthesis kit (Bio-Rad, Hercules, CA). Cycle threshold values were measured via quantitative fluorometric PCR (QuantStudio 3, Applied Biosystems, Waltham, MA) on the generated cDNA using TaqMan probes (Thermo Fisher) listed in the key resources table. Gene expression quantification was performed using the 2^−ΔΔCt^ method with *18S* as the reference gene.

RNA sequencing was performed by Novogene (Novogene Co, Ltd., Sacramento, CA). RNA degradation and contamination were evaluated on a 1% agarose gel, purity was checked with a NanoPhotometer spectrophotometer (Implen Inc., Westlake, CA), and integrity and quantity were assessed using the RNA Nano 6000 Assay and Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA). A total of 1 μg of RNA per sample was used to generate sequencing libraries. Samples were sequenced on Novogene’s Illumina NovaSeq 6000 (2 × 150bp) to achieve at least 40M reads per sample. Paired-end clean reads were aligned to the reference genome (mm39 for the circadian experiment and mm10 for the FoxP1^iSkmOE^ experiment) using STAR software (v2.5)^44^ and annotated with HTseq-counts (v0.6.1).^45^ Differential expression analyses were performed using the DESeq2 R package (v1.20.0).^43^ The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate (FDR *q*-value).

#### Microarray analyses

Gene expression values in the TA muscle from microarray analyses of WT control mice and mice with skeletal muscle specific *Bmal1* deletion (Bmal1^SkmKO^) from Dyar et al.^18^ were downloaded from NCBI GEO datasets (GSE43071). As previously described, TA muscles were collected from mice (*n* = 3 mice/genotype/time point) at ZT 0, 4, 8, 12, 16, and 20. To evaluate the effect of Bmal1^SkmKO^ on gene expression changes in the TA muscle in the current study, mice were grouped by genotype (*n* = 18 mice/genotype).

To determine translational relevance to individuals with pancreatic cancer, we extracted expression levels of core clock genes of the negative limb from our previously published microarray dataset of *rectus abdominis* muscle biopsies from non-cancer weight-stable control patients (*n* = 8) and patients with PDAC (*n* = 20) (GEO: GSE130563).^26^ In patients, the rectus abdominis was collected during surgery for pancreatic access, which minimized the need for additional patient interventions. Patient SMI data used for correlation analyses in the current study were previously published.^29^

### QUANTIFICATION AND STATISTICAL ANALYSIS

When applicable, data are presented as individual responses and mean ± standard error. In microarray and RNA-seq analyses, genes with an FDR *q*-value <0.05 between conditions were considered differentially expressed. Upregulated (log_2_ fold change >0) or downregulated (log_2_ fold change <0) differentially expressed genes were analyzed separately for their associated functional annotations using EnrichR^40^ or DAVID Bioinformatics database.^41^ Top-ranking non-redundant enriched KEGG pathways or GO Biological Processes were identified using *p* < 0.05. Circadian rhythmicity (*p*_c_ < 0.01) and differential circadian patterns of the transcriptome (*p* < 0.05) were evaluated using R packages, LR_rhythmicity and LR_diff as previously described.^24^ Depending on data normality, tested with Shapiro–Wilk test, comparisons between two groups were analyzed with unpaired two-tailed t-tests or Mann–Whitney U tests. two-way ANOVA with Holm-Sidak post hoc test for multiple comparisons was used to detect differences in core clock gene expression. Correlations were evaluated using simple linear regression analyses. Outliers were examined using the ROUT method with Q = 1%. RStudio (v2024.12.1) and GraphPad Prism (v10.2.3) were used for data analysis, and statistical significance was set to *p* < 0.05 unless otherwise stated.

## Supplementary Material

1

2

3

4

5

6

7

8

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2025.115689.

## Figures and Tables

**Figure 1.**
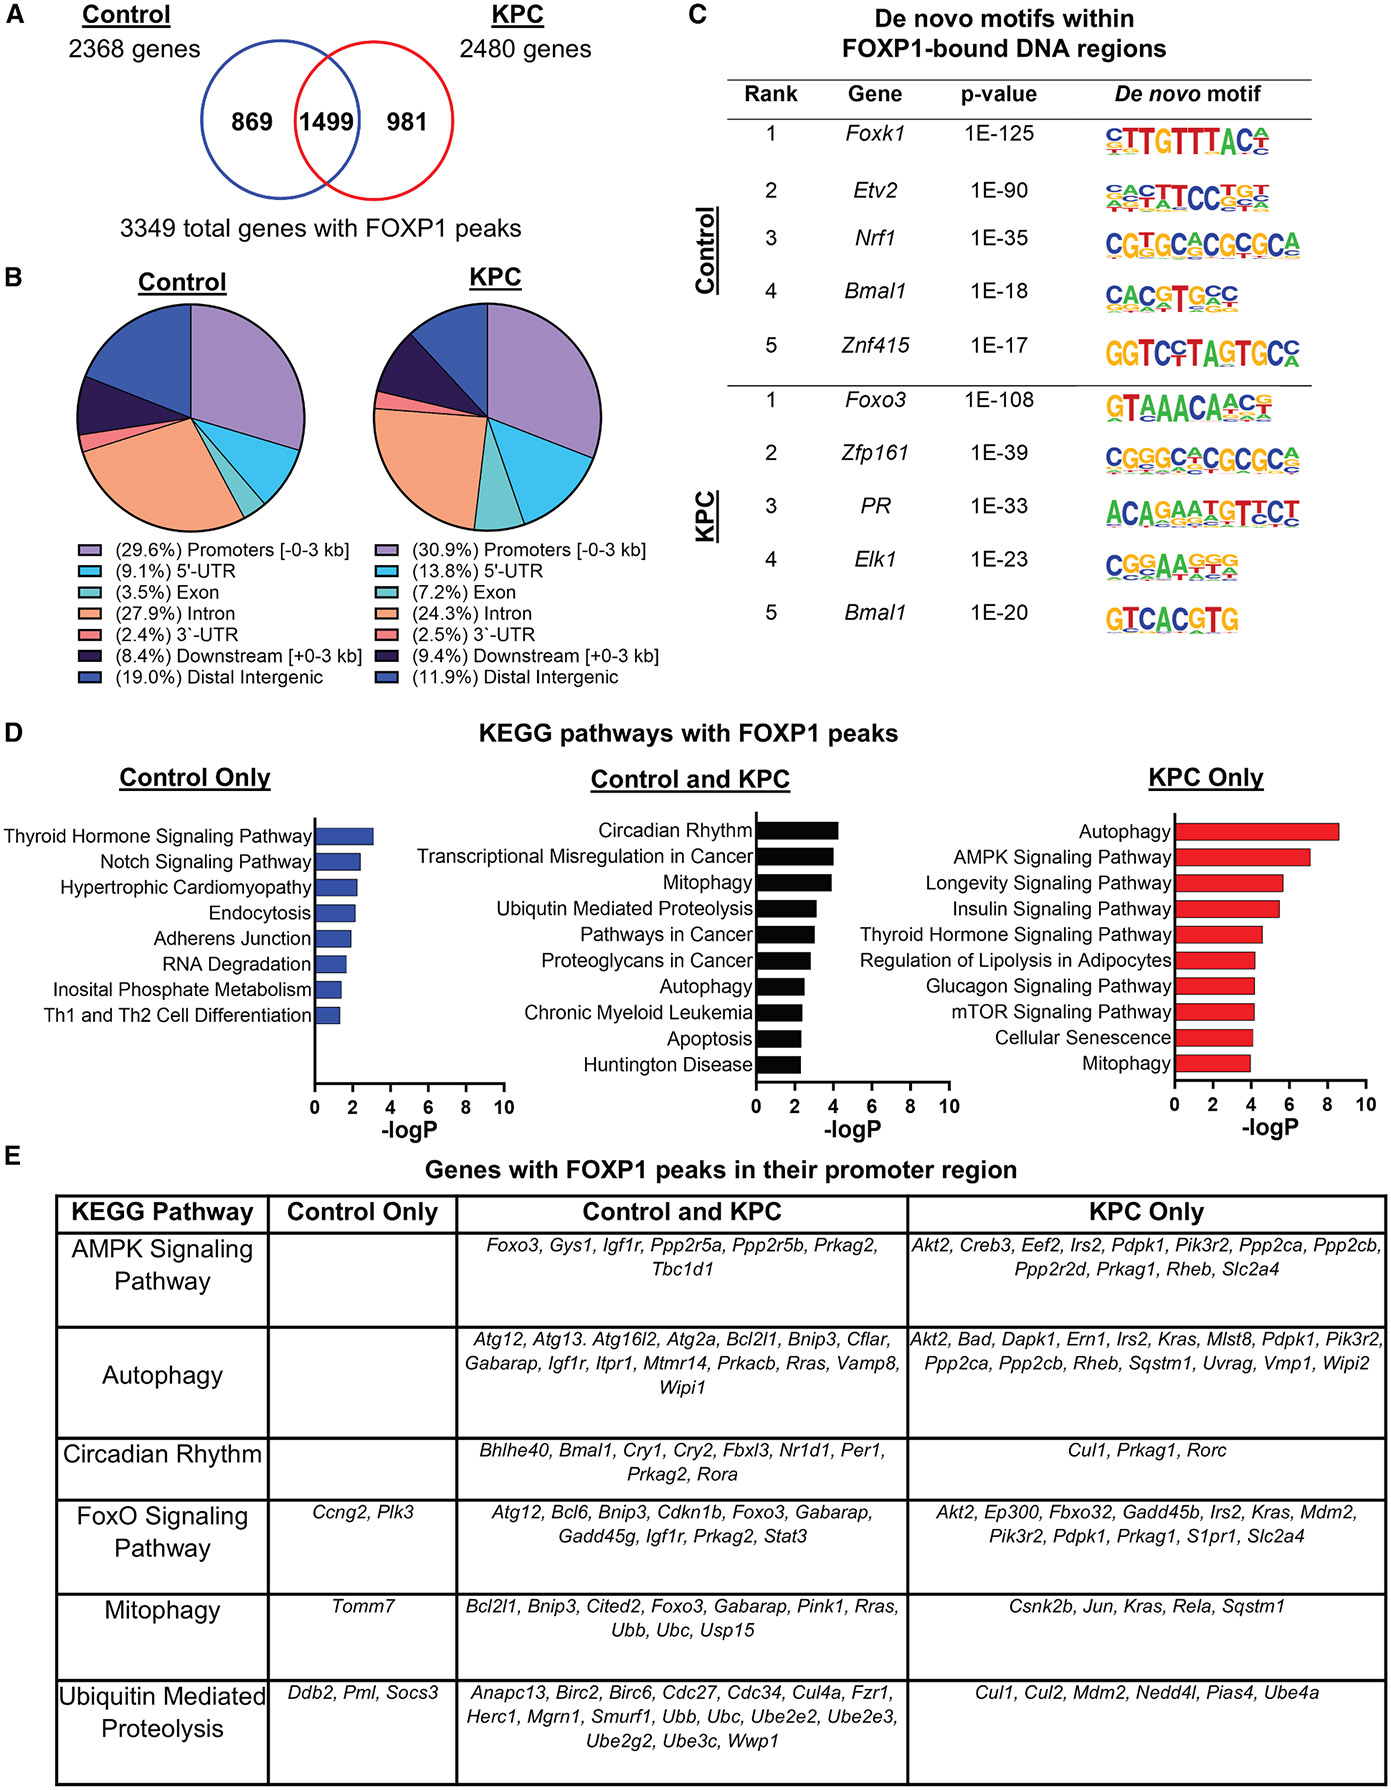
FOXP1 DNA-binding sites within skeletal muscle of mice with and without KPC pancreatic tumors (A) Overlap of genes with FOXP1-binding sites between conditions. (B) Average distribution of FOXP1-binding sites by location in genes. (C) Representative top-ranking enriched *de novo* motifs found in chromatin sites occupied by FoxP1 within each condition. (D) Top-enriched KEGG pathways of genes with FOXP1 peaks that are unique to control mice, KPC mice, or are expressed in both conditions (*p* < 0.05). (E) Genes with FOXP1 binding in their promoter region annotating to enriched KEGG pathways of interest. *n* = 2 mice/group. See also Tables S1 and S5.

**Figure 2.**
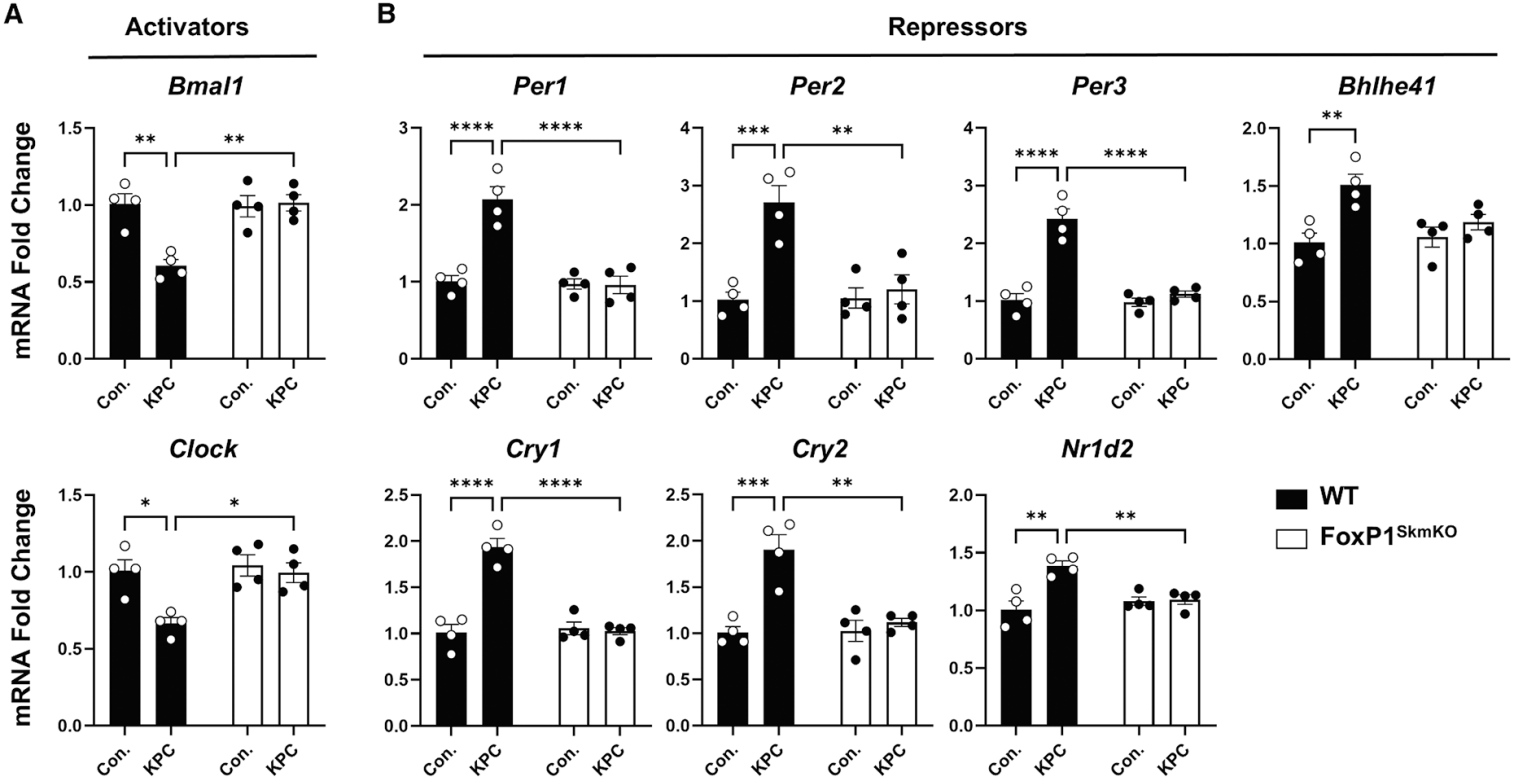
Skeletal-muscle FOXP1 represses core clock gene expression in response to KPC pancreatic tumors Gene expression changes of select components of the core circadian clock activators (A) and repressors (B) were evaluated using RT-qPCR analyses. Differences between groups were assessed using two-way ANOVA with Holm-Sidak’s *post hoc* test for multiple comparisons (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Data represent individual responses along with mean ± standard error. *n* = 4 mice/condition/genotype.

**Figure 3.**
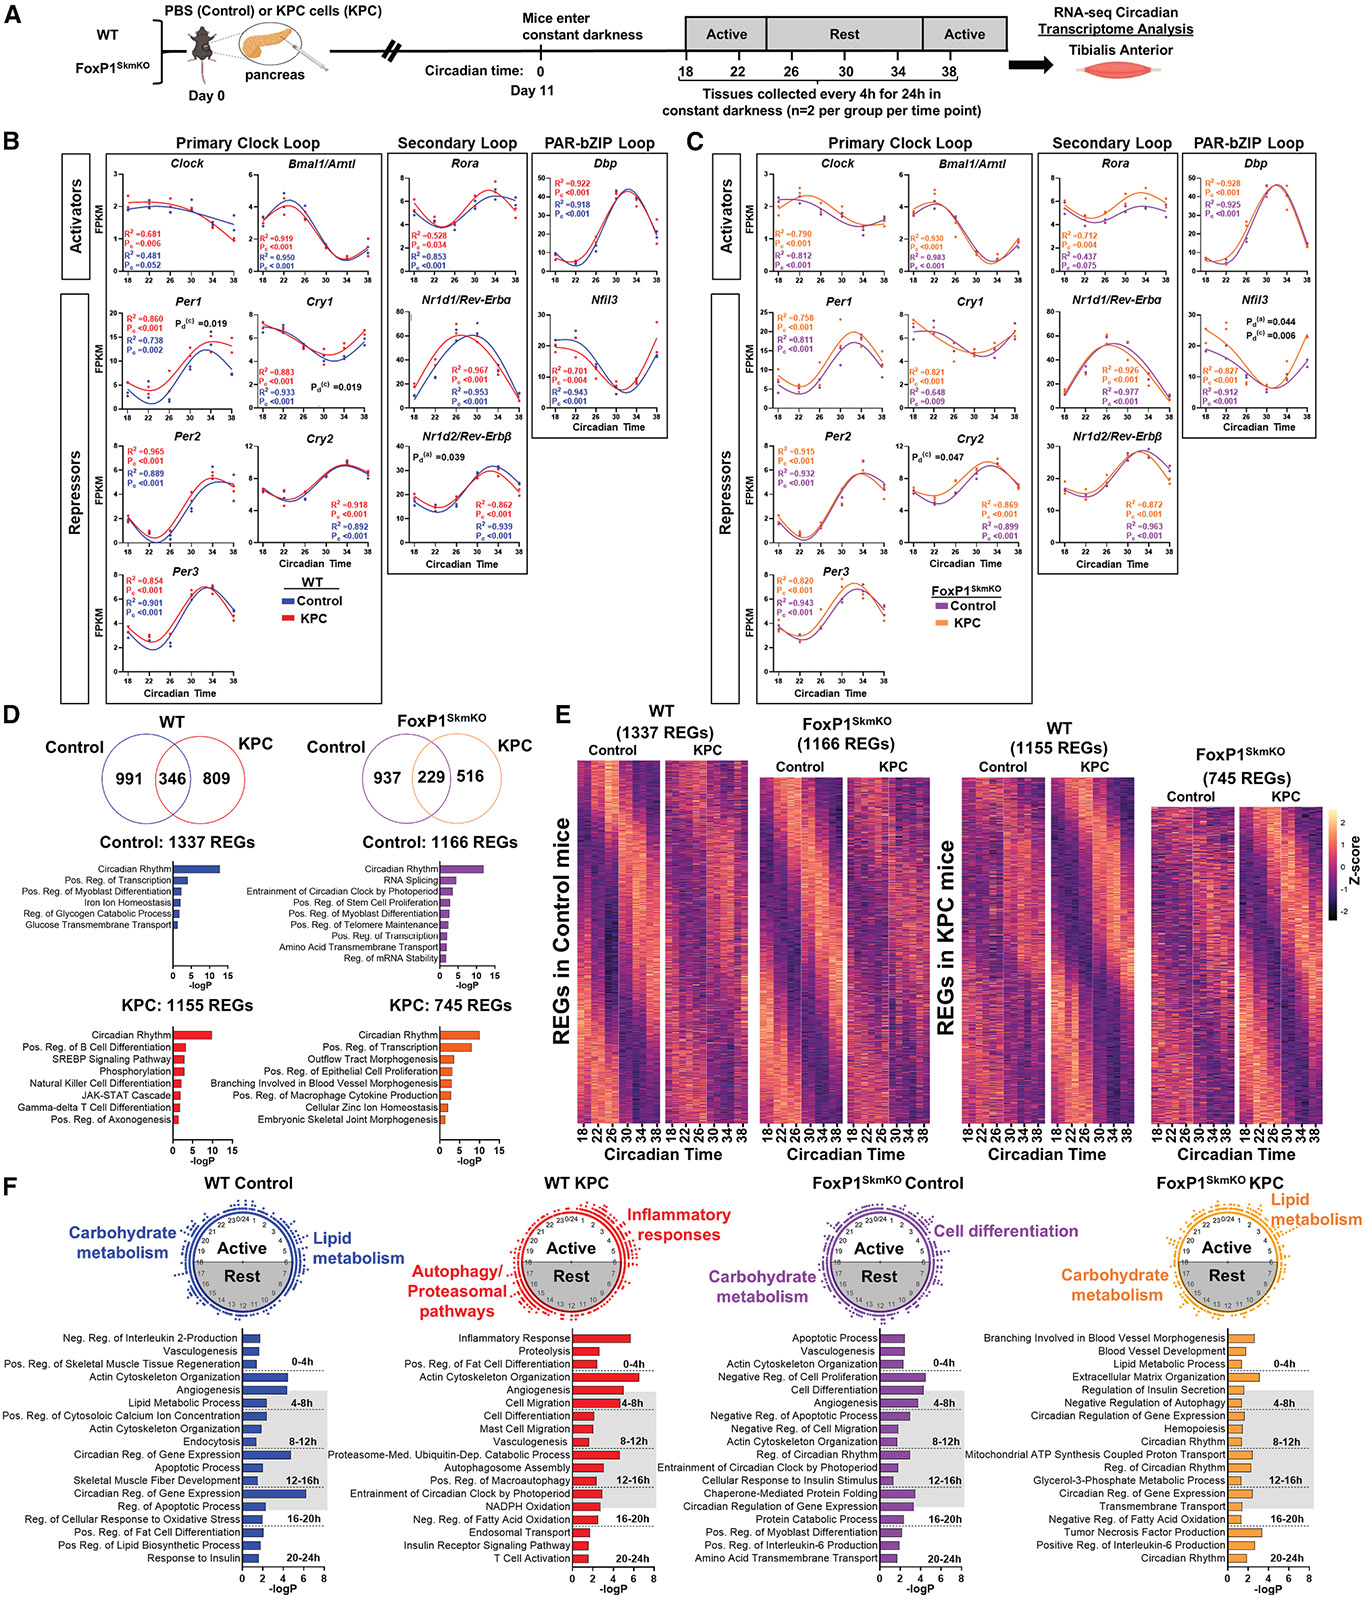
Deletion of FoxP1 within skeletal muscle prevents KPC-induced disruptions to circadian patterns of transcription (A) Simplified study-design schematic. (B and C) Circadian expression levels normalized by fragments per kilobase of exon per million mapped fragments (FPKM) of core clock genes between conditions. Circadian rhythmicity (*p*_c_ < 0.01), and differences in circadian patterns within genotypes for amplitude (*p*_d_^(a)^ < 0.05) and basal expression (*p*_d_^(c)^ < 0.05) were detected across circadian times (CTs) 18, 22, 26, 30, 34, and 38 using R packages LR_Rhythmicity and LR_diff. Goodness of sinusoidal wave fitting (R^2^). (D) Overlap of rhythmically expressed genes (REGs) within wild-type (WT) and skeletal-muscle-specific FoxP1 knockout (FoxP1^SkmKO^) mice between conditions and their top-enriched clusters of GO biological processes. (E) Heatmap of *Z*-scored REGs in each condition. (F) Peak time of expression maps of all REGs and their corresponding GO biological processes (*p* < 0.05). Each dot on the clock represents the time of peak expression for a single REG. *n* = 2 mice/condition/genotype/time point. See also Tables S2, S3, and S7.

**Figure 4.**
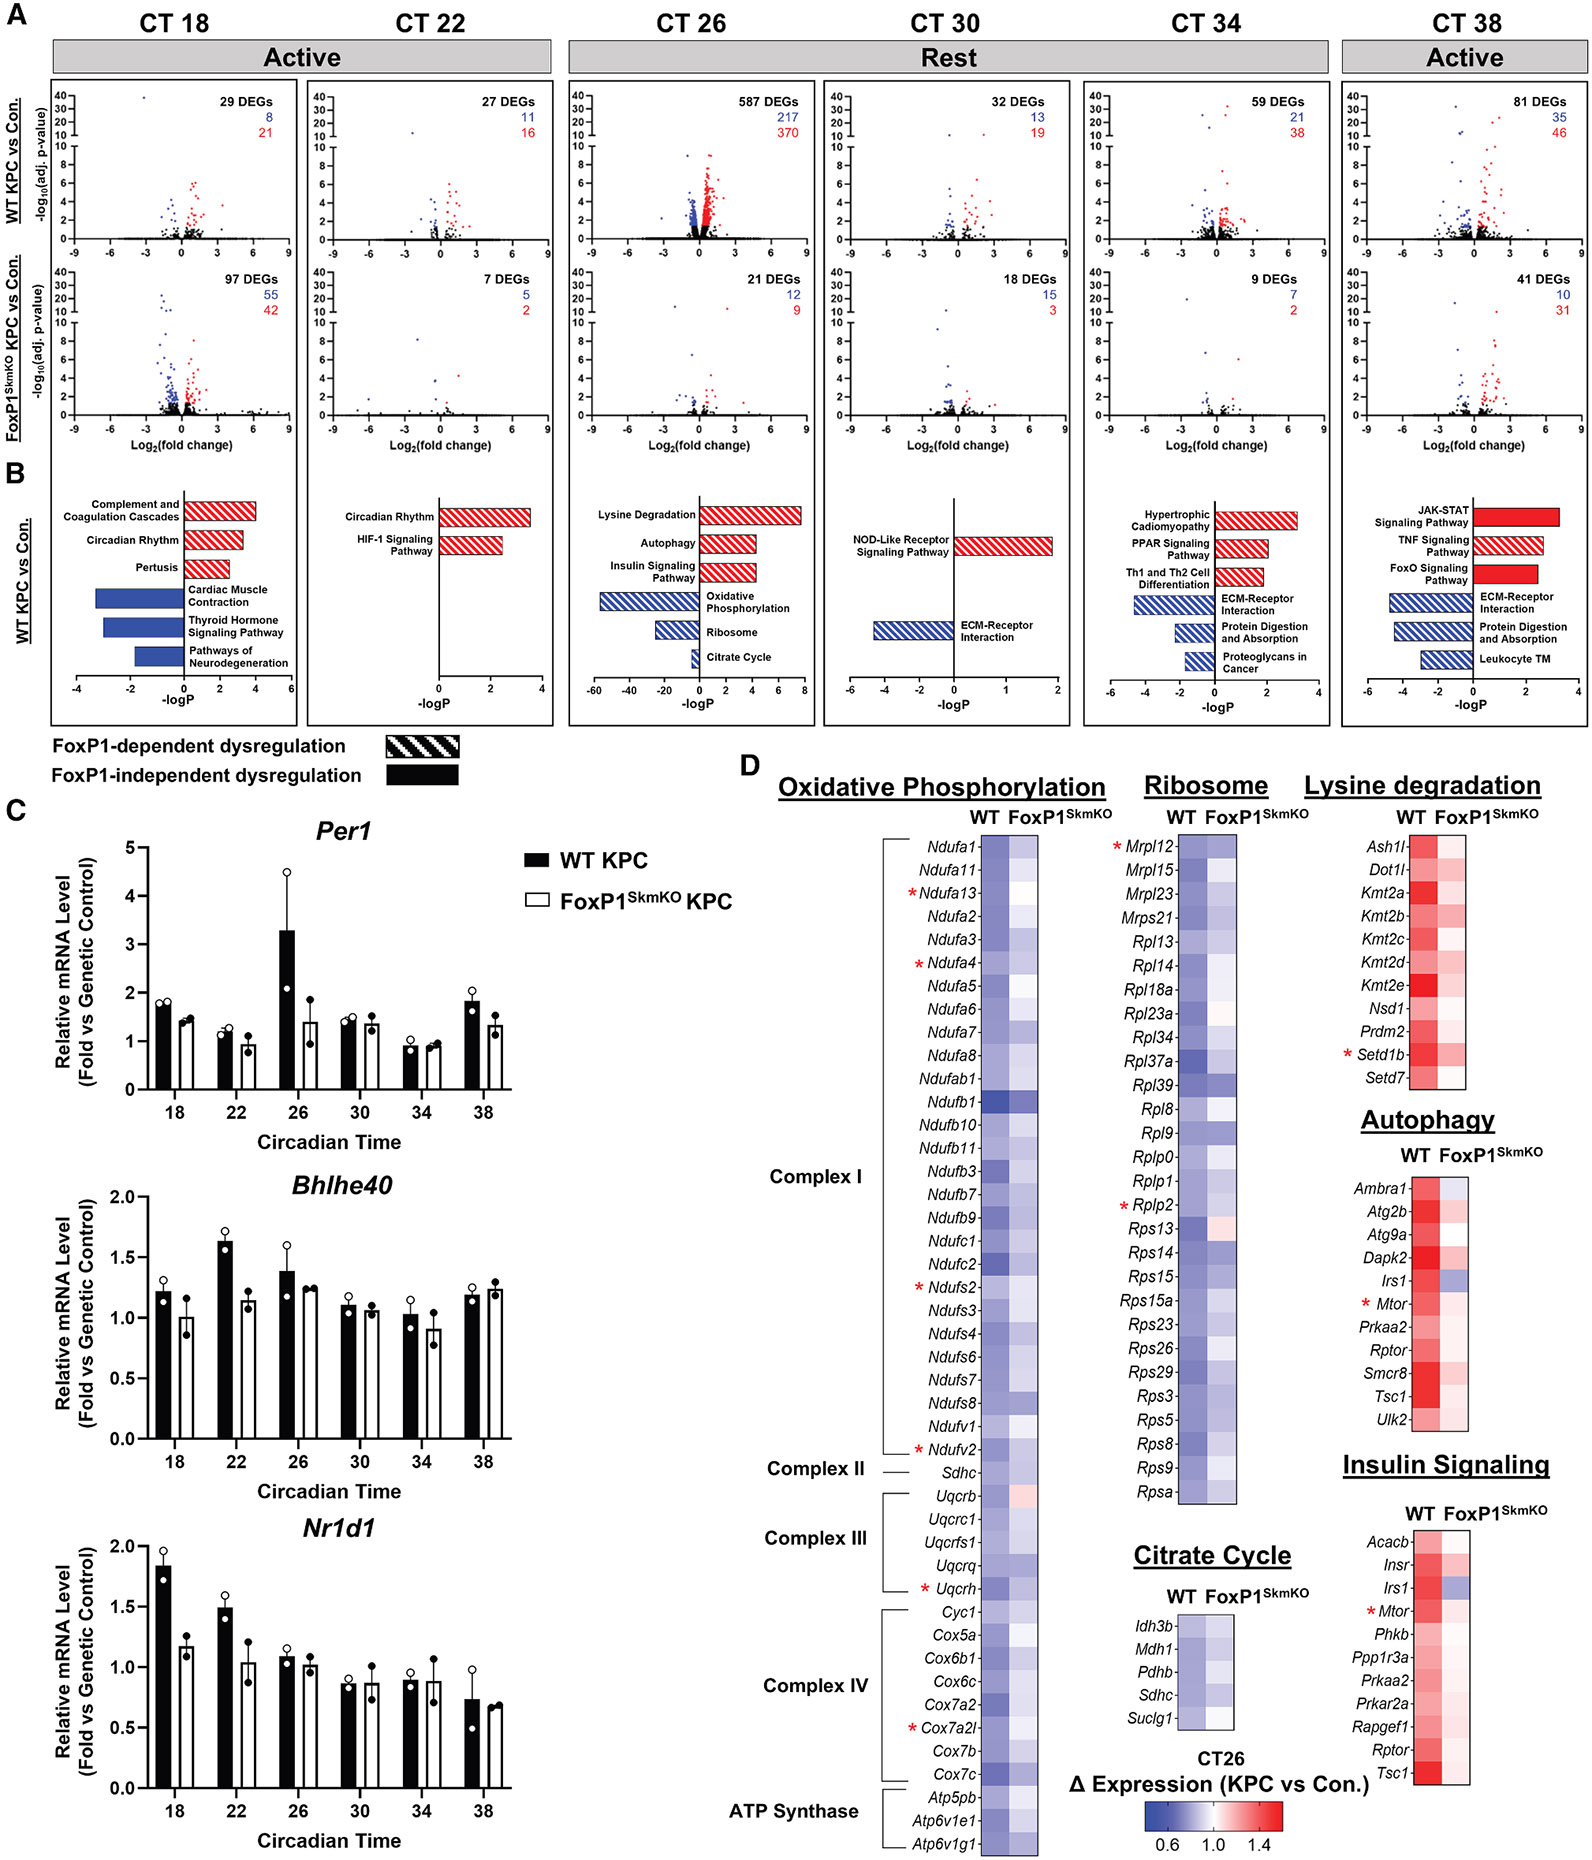
KPC tumors causes time-dependent effects on differentially expressed genes that require FoxP1 (A) Volcano plots of differentially expressed genes (DEGs) (false discovery rate [FDR] q < 0.05) at circadian times (CTs) 18, 22, 26, 30, 34, and 38. (B) Top-enriched upregulated (log_2_ fold change > 0) and downregulated (log_2_ fold change < 0) KEGG pathways (*p* < 0.05) between wild-type (WT) KPC and control mice at each CT. Striped bars indicate FoxP1-dependent dysregulation, while solid bars indicate FoxP1-independent dysregulation in WT KPC mice. (C) Increased expression of core clock genes annotating to circadian rhythm and encoding the negative limb of the circadian mechanism during the active phase (CT18 and CT22) in WT KPC mice compared to cancer-free controls. Data represent individual responses along with mean ± standard error. (D) Heatmaps of FoxP1-dependent DEGs from upregulated and downregulated KEGG pathways at CT26, expressed as fold change relative to corresponding control. Red asterisks highlight FoxP1-dependent genes identified as direct FoxP1 targets with FOXP1-binding sites within their promoter regions through ChIP-seq analysis. *n* = 2 mice/condition/genotype/time point. See also Tables S4 and S5.

**Figure 5.**
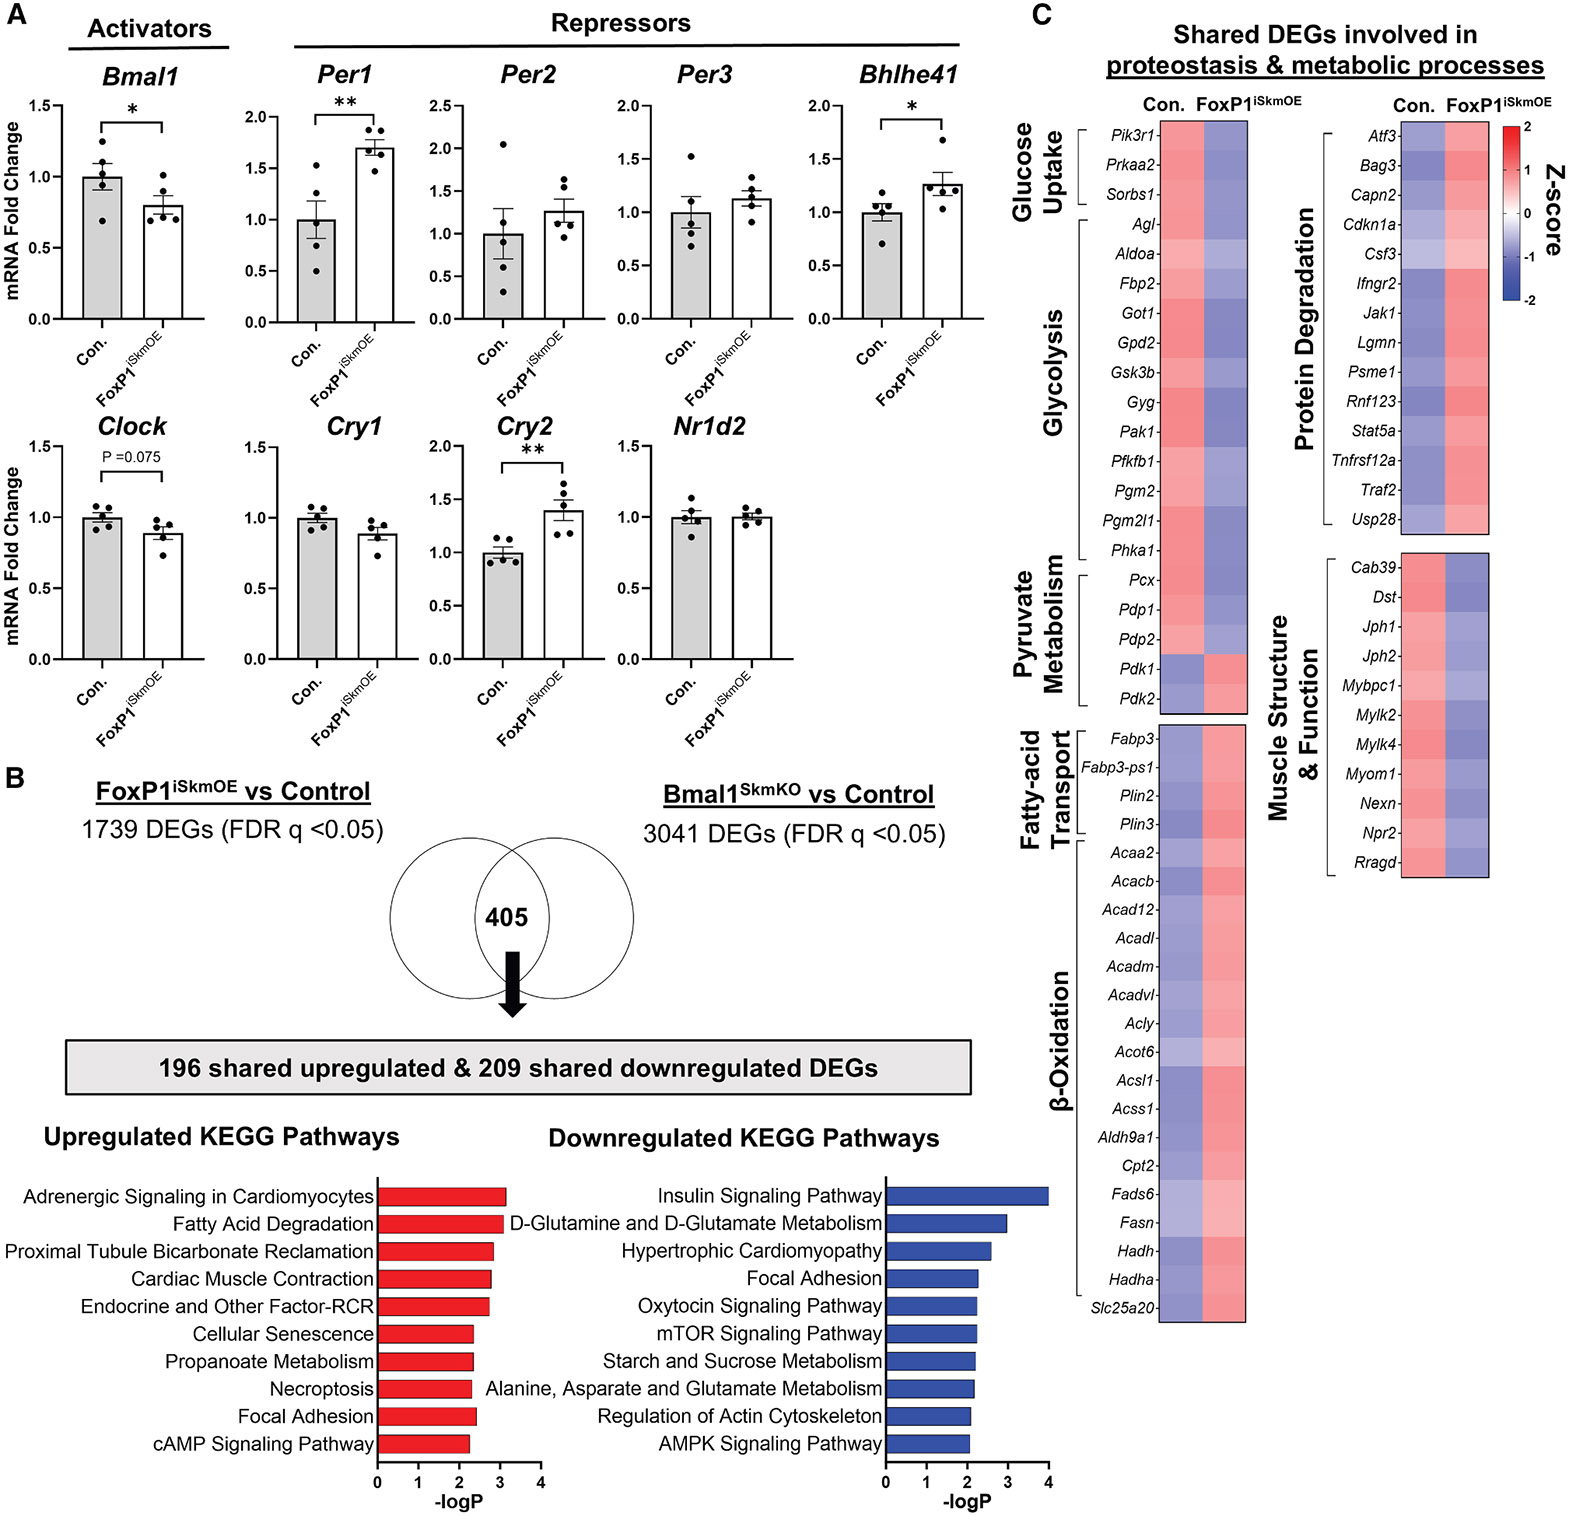
Overexpression of FoxP1 is sufficient to disrupt the expression of core clock and clock-controlled genes within skeletal muscle (A) The effect of inducible skeletal-muscle-specific FoxP1 overexpression (FoxP1^iSkmOE^) on core clock genes extracted from RNA-seq data (*n* = 5 mice/group). Data represent individual responses along with mean ± standard error. Differences between groups were analyzed using unpaired two-tailed t tests; *p < 0.05, **p < 0.01. (B) Overlap of differentially expressed genes (DEGs) (FDR *q* < 0.05) and their top-enriched upregulated (log_2_ fold change >0) and downregulated (log_2_ fold change <0) KEGG pathways from RNA-seq data of skeletal muscle of FoxP1^iSkmOE^ mice relative to control mice and extracted microarray data of mice with a loss of clock function due to skeletal-muscle-specific deletion of *Bmal1* (Bmal1^SkmKO^) and corresponding control mice (*n* = 18 mice/group) (GEO: GSE43071; Dyar et al.^18^). (C) Heatmap of average *Z*-scored shared DEGs involved in proteostasis and metabolic processes in skeletal muscle of FoxP1^iSkmOE^ mice and Bmal1^SkmKO^ mice relative to corresponding control mice. See also Table S6.

**Figure 6.**
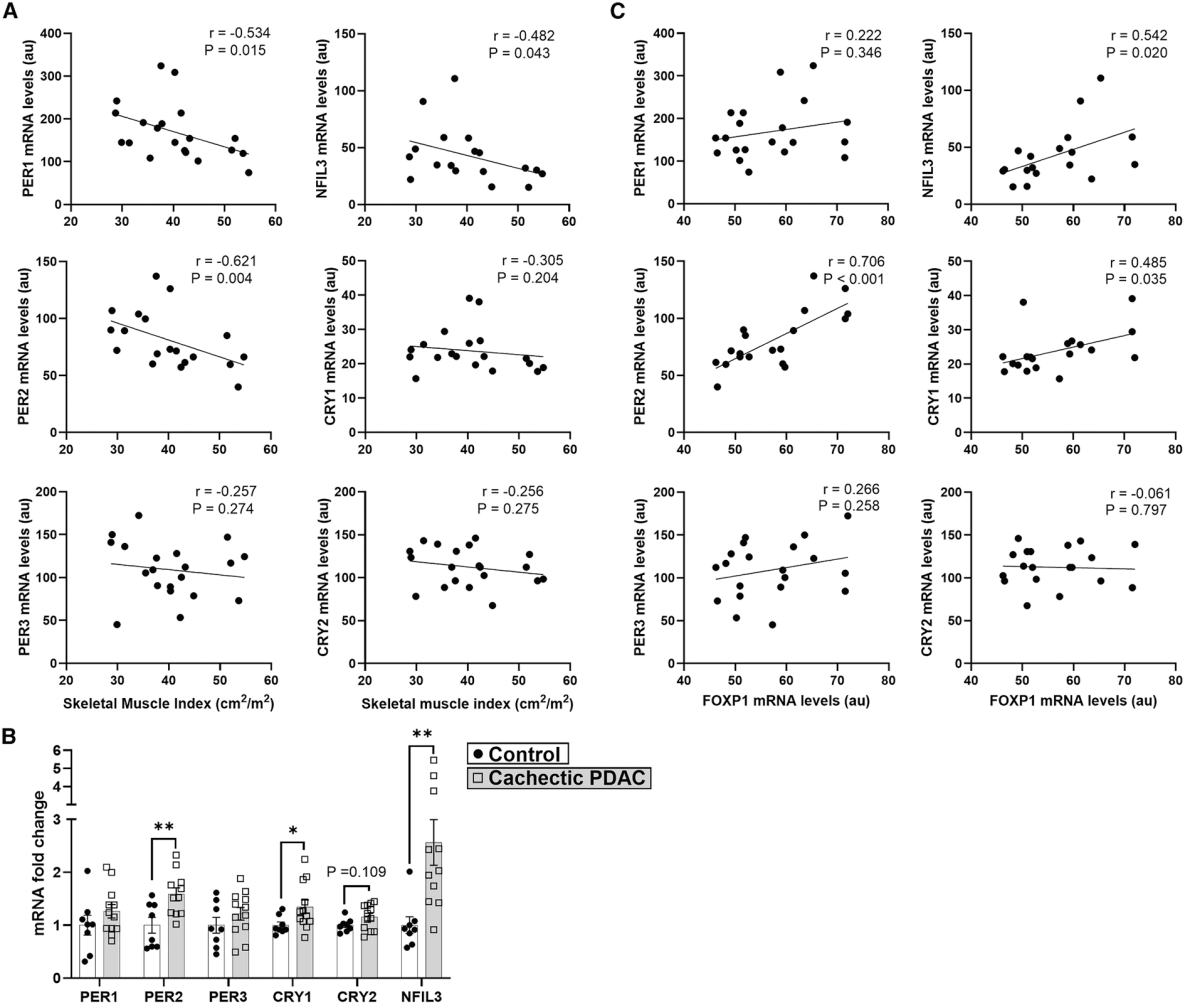
Clock transcriptional repressors are negatively associated with skeletal muscularity and are increased within skeletal muscle of cachectic PDAC patients (A) Correlation analyses for the expression levels of core clock repressors within skeletal muscle of pancreatic ductal adenocarcinoma cancer (PDAC) patients and SMI (*n* = 18–20). (B) Relative expression of core clock repressors in cachectic PDAC patients (*n* = 12) compared to weight-stable non-cancer controls with normal muscularity (*n* = 8). Depending on data normality, tested with Shapiro-Wilk test, comparisons between two groups were analyzed with unpaired two-tailed t tests or Mann-Whitney U tests; **p < 0.01. (C) Correlation analyses for the expression levels of core clock repressors and *FOXP1* expression levels in skeletal muscle of PDAC patients. Data were extracted from microarray analyses of rectus abdominis muscle (GEO: GSE130563) (Judge et al.^26^) and previously published patient SMI data obtained by computed tomography scans (Judge et al.^29^). Correlations were evaluated using simple linear regression analyses. PDAC patient data identified as outliers (ROUT Q = 1%) were excluded from the analyses (*PER2, n* = 1; *CRY1, n* = 1, *NFIL3, n* = 2). Data are presented as individual responses along with mean ± standard error when applicable.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit polyclonal anti-FoxP1	Millipore	Cat# ABE68; RRID:AB_10631734
Chemicals, peptides, and recombinant proteins		
TRIzol reagent	Invitrogen	Cat# 15596018
Deposited data		
FOXP1 ChIP-seq	This paper	GEO: GSE273712
Circadian RNA-seq	This paper	GEO: GSE273878
FoxP1 skeletal muscle overexpression RNA-seq	This paper	GEO: GSE273879
BMAL1:CLOCK ChIP-seq	Gabriel et al.^33^	GEO: GSE143334
Human skeletal muscle microarray	Judge et al.^26^	GEO: GSE130563
Bmal1 skeletal muscle KO microarray	Dyar et al.^18^	GEO: GSE43071
Experimental models: Cell lines		
Pancreatic cancer cells; KPC FC1245 (LSL-Kras^G12D/+^; LSL-Trp53^R172H/+^; Pdx-1-Cre)	Dr. David Tuveson	N/A
Experimental models: Organisms/strains		
Mouse: Wild-type (WT); C57BL/6J	The Jackson Laboratory	Cat# 000664
Mouse: FoxP1^fl/fl^	Dr. Haley Tucker^39^	N/A
Mouse: ACTA1-Cre	The Jackson Laboratory	Cat# 006149
Mouse: FoxP1^flSTOP^	Dr. Hui Hu^12^	N/A
Mouse: HAS-MerCreMer	The Jackson Laboratory	Cat# 025750
Oligonucleotides		
*Clock* (Mm00455950_m1)	Thermo Fisher	Cat# 4331182
*Arntl; Bmal1* (Mm00500223_m1)	Thermo Fisher	Cat# 4331182
*Per1* (Mm00501813_m1)	Thermo Fisher	Cat# 4331182
*Per2* (Mm00478099_m1)	Thermo Fisher	Cat# 4331182
*Per3* (Mm00478120_m1)	Thermo Fisher	Cat# 4331182
*Cry1* (Mm00514392_m1)	Thermo Fisher	Cat# 4331182
Cry2 (Mm01331539_m1)	Thermo Fisher	Cat# 4331182
*Nr1d2* (Mm01310356_g1)	Thermo Fisher	Cat# 4331182
*Bhlhe41* (Mm00470512_m1)	Thermo Fisher	Cat# 4331182
Eukaryotic *18S* rRNA Endogenous Control	Thermo Fisher	Cat# 4448484
Software and algorithms		
Prism	GraphPad	http://www.graphpad.com
EnrichR	Chen et al.^40^	https://maayanlab.cloud/Enrichr
DAVID	Huang et al.^41^	http://david.ncifcrf.gov
GSEA	Gabriel et al.,^33^ Dyar et al.,^18^ Judge et al.^26^	https://www.gsea-msigdb.org
MACS	Zhang et al.^16^	https://github.com/macs3-project/MACS
HOMER	Heinz et al.^42^	http://homer.ucsd.edu/homer
RStudio	R Core Team	https://www.r-project.org
DESeq2	Love et al.^43^	https://www.r-project.org
STAR	Dobin et al.^44^	https://www.r-project.org
HTseq-counts	Putri et al.^45^	https://www.r-project.org
LR_rhythmicity	Ding et al.^24^	https://www.r-project.org
LR_Diff	Ding et al.^24^	https://www.r-project.org

# Supplementary material for: Cancer-induced FOXP1 disrupts and reprograms skeletal-muscle circadian transcription in cachexia
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Jun 14.
**Supplement:** 1

**Supplemental information**

**Cancer-induced FOXP1 disrupts and reprograms  
skeletal-muscle circadian transcription in cachexia**

**Jeremy B. Ducharme, Daria Neyroud, Martin M. Schonk, Miguel A. Gutierrez-Monreal, Zhiguang Huo, Haley O. Tucker, Karyn A. Esser, Sarah M. Judge, and Andrew R. Judge**

A

|                                                    | DEGs: FDR q < 0.05 |               |                 |
|----------------------------------------------------|--------------------|---------------|-----------------|
|                                                    | Total # Genes      | # Upregulated | # Downregulated |
| WT, KPC vs Control                                 | 735                | 457           | 278             |
| FoxP1 <sup>Sk<sup>m</sup>KO</sup> , KPC vs Control | 166                | 76            | 90              |
| FoxP1-dependent KPC DEGs                           | 673                | 425           | 248             |

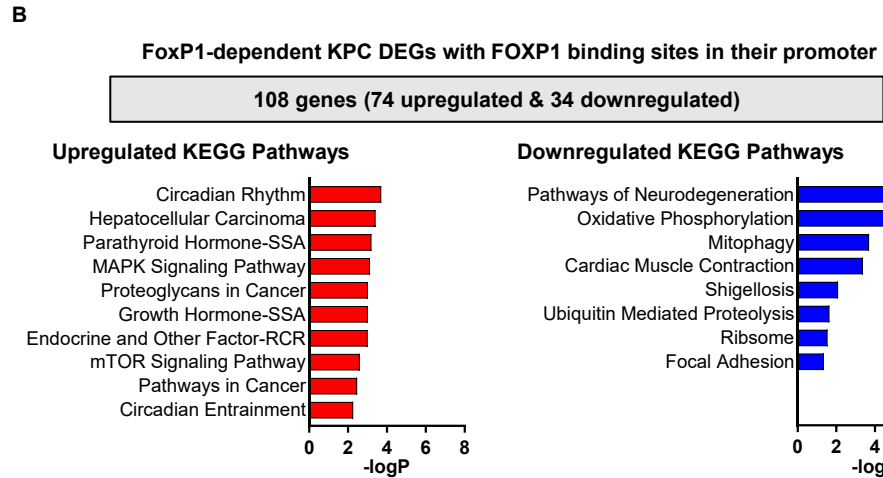

**Figure S1. FoxP1-dependent differentially expressed genes with FOXP1 binding sites in their promoter.** (A) Total non-redundant differentially expressed genes (DEGs) from our circadian RNA-seq dataset across circadian times 18, 22, 26, 30, 34, and 38 in the tibialis anterior muscle by KPC pancreatic tumor burden relative to controls in mice with either skeletal muscle-specific FoxP1 knockout (FoxP1<sup>Sk<sup>m</sup>KO</sup>) or their genetic controls (wild-type, WT). Of these, 673 genes were differentially expressed in the tibialis anterior muscle of WT KPC mice but not in FoxP1<sup>Sk<sup>m</sup>KO</sup> KPC mice and were thus considered as FoxP1-dependent targets. (B) Overlap between FoxP1-dependent DEGs and genes with FOXP1 binding sites in their promoter regions upregulated (log2 fold change > 0) and downregulated (log2 fold change < 0) along with corresponding top-enriched KEGG pathways (n = 2 mice/condition/genotype/time point). See also Table S5.

How the deposited data were processed for this re-analysis (not part of the article)

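The circadian RNA-seq libraries of tibialis anterior muscle were used, 48 in all, from WT and FoxP1 SkmKO mice, with or without KPC tumors, at CT18, CT22, CT26, CT30, CT34, and CT38, with 2 mice in each of the 24 groups. Conditions were taken from the sample labels. The authors sequenced paired-end reads on an Illumina NovaSeq instrument, aligned them to mm39 with STAR, and counted them on genes with HTSeq, and the deposited counts are these raw counts. The authors also deposited a normalized signal per gene, made by dividing the counts by DESeq2 size factors of the 4 libraries in each table, which was checked against the raw counts and not otherwise used. The deposited FPKM values were computed by the authors from the counts, the gene lengths, and a scaled library size. For each of the 12 comparisons of KPC and control mice, the authors deposited the log2 fold change, the p-value, and the adjusted p-value of DESeq2 on 4 libraries, which are used here as the authors' calls. Gene positions and lengths are those of the deposited tables. The GC content of each gene came from the sequences of GENCODE mouse release 39.

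Total counts on genes ranged from 14480867 to 20787784 per library, with a median of 16602092. Tests take mice, not reads, as replicates.

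Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr with the 24 groups, which left 15637, and libraries were scaled by TMM. A quasi-likelihood model with 1 coefficient per group was fitted to all 48 libraries (prior degrees of freedom 8.611), and contrasts of these coefficients gave the KPC effect at each circadian time in each genotype, its difference between the genotypes, averages of both over the 6 times, and the effect of genotype in control and in KPC mice. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Standard errors of log2 fold changes were taken from the F statistic. The standard error rests on the moderated spread between mice.

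Gene sets were tested with camera of limma 3.58.1 on log2 CPM computed from the deposited counts, with a preset correlation of 0.01, and with fry. The 11 sets, with their rules by gene symbol, hold subunits of oxidative phosphorylation, ribosomal proteins, proteasome genes, collagens, mitochondrially encoded genes, slow-fiber genes, fast-fiber genes, adipocyte genes, erythroid genes, glucocorticoid-responsive genes, and atrophy genes. The p-values were adjusted over the 11 sets. Lists of 22 liver genes, 4 Y-linked genes, and *Xist* were used to look for other tissue or for mice of the other sex.

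Rhythmicity was tested on the deposited FPKM with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, by a least-squares sinusoid with a period of 24 h and an F test, with a p-value under 0.01 as the threshold. The difference in rhythm between control and KPC mice was tested with an F test of the 2 sinusoid terms by group, and adjusted over genes rhythmic in either group. Basal level and amplitude were compared by a likelihood ratio test with a finite-sample F correction on 18 residual degrees of freedom. The clock list holds 16 genes, *Foxp1* included.

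Named genes were chosen by a rule: *Foxp1*, 15 clock genes, the other genes that the Results name for these libraries, and, for the averaged KPC effect in each genotype and for its difference, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean log2 CPM above 0, and the same direction at all 6 times. Apart from additions named here or in the closing section, the conditions, tests, gene sets, alternatives, and this rule were set before the data were examined. The test of a difference between the genotypes in basal level and amplitude was added after the data were examined. The fits with each WT mouse left out were not among the tests set beforehand. The simulated counts are a further exception: they were revised after the real results were seen, to carry a spread of dispersions between genes. The share of changed genes found was then lower.

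Alternatives were no filter on low counts, DESeq2 1.42.0 on all 48 libraries, DESeq2 and edgeR on the 4 libraries of each comparison, removal of the trend of counts on gene length or GC content in each library (lowess, span 0.4), the replicate number as an added term, log2(FPKM + 1) and log2(FPKM + 0.1), genes with a mean FPKM of at least 1, a Benjamini-Hochberg threshold for rhythmicity, one variance for both groups, and each replicate left out. Random regroupings of mice within circadian time were drawn 100 times, with a fixed seed. In a test of depth, the counts of every library were thinned at random to the lowest total of the 48.

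Both kinds of test were run on simulated data with known answers. In simulated FPKM, 75.2% of 400 rhythmic genes and 0.966% of flat genes were called, and the median error of the peak time was 0.504 h. The simulated amplitudes were set from genes already called as rhythmic, so the 75.2% need not hold for weaker rhythms. The simulated counts carried a spread of dispersions between genes that was smaller than in the real counts (prior degrees of freedom 15.7, against 8.611), so the shares found need not hold for the real counts. At CT18 in WT mice, 9 of 200 genes changed by 0.5 were called with no false call, and in the average over the 6 times 152 of 200 (76.0%), with 0 genes called in FoxP1 SkmKO mice, where no gene was changed. Of the 193 calls in the WT average, 13 were false. Without a filter on low counts, the prior degrees of freedom were infinite and 29 of 55 calls at CT18 in WT mice were false, so results without a filter are given in the closing section with this limit.

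Enrichment in GO or KEGG terms was not computed here. ChIP-seq, qPCR, and the other mouse models of the paper were not analysed here. One gene that the Results name is not reported here.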

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

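Of the tests in this part, those of the length trend, library depth, the group that stands apart, and the difference between the genotypes were set for CT26 beforehand, as were camera, fry, the replicate block, and the removal of the length and GC trends. The tests of equal depth, shared libraries, neighboring times, explanations of the oxidative phosphorylation genes, splits of the control mice, and genes near *Foxp1* were chosen only after the result was seen.

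The KPC effect differed between the genotypes for 54 genes at CT26, with 50 more positive and 4 more negative in WT mice, by a test of the difference itself. It came beside 1121 genes called in WT mice at CT26. Library depth does not account for this count: 0 of the WT libraries at CT26 lay above the range of the other WT libraries. The 2 KPC libraries lay below that range (14909277 and 14599024 counts, against at least 15072784), and the 2 control libraries had 18579093 and 16606196. With all libraries thinned to the same total, 1085 genes were called at CT26, 1004 of them among the 1121, and at most 6 at another time, so this gap in depth does not account for the count either. A trend of counts on gene length was present, with a Spearman correlation of 0.319 between log2 fold change and length at CT26. With it removed, 406 genes were called in WT mice, 342 of them among the 1121, and 16 for the difference. The trend may thus account for part of the calls and not for the whole. It lay in the WT control libraries of CT26, whose Spearman correlations of counts with length (-0.344 and -0.316) were the lowest of the 48 libraries. Those of the WT KPC libraries at CT26 were -0.0142 and -0.0597. The length trend and a pair of WT control mice that stands apart are therefore not separate explanations. The comparison of the 2 control groups uses the same WT control libraries, and 633 genes were called in both. In simulated counts without an effect, sharing these libraries gave 87.9% of 1121 genes with the same direction and a correlation across genes of 0.496. It gave 0 called genes between the control groups, so the simulated overlap of 0 decides nothing by itself. The observed values were 99.9%, 0.664, and 943 called genes. These values argue against sharing alone, in genes that vary independently and without a difference between the control groups, as the source of the overlap. The simulated spread of dispersions was smaller than the real one. A deviation common to many genes in the shared libraries was not simulated. What stays open is the pair of WT control mice. The control groups of the 2 genotypes differed by 943 genes at CT26, and WT control mice at CT26 differed from the mean of CT22 and CT30 by 2356 genes (1003 higher and 1353 lower), while the same comparison called 2 genes in WT KPC mice, 0 in FoxP1 SkmKO control mice (1037 with an unadjusted p under 0.05), and 10 in FoxP1 SkmKO KPC mice. Of the 1121 genes, 915 were among the 2356. In WT KPC mice the same comparison with neighboring times called 678 genes at CT18 and 538 at CT38, so CT26 in WT control mice was not the one group with many calls, though it had the most of the 24. A candidate explanation of the calls at CT26 is therefore that 2 WT control mice stood apart. A difference between the genotypes, for which 52 of the 1121 genes pass, cannot be told apart from it, because both control groups and the 2 mice of each enter that test. An effect of the tumor that depends on time of day is an open biological explanation and was not tested beyond this.

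At CT22 the difference between the genotypes was called for 1 gene, *Timp4*, and at CT34 for 1 gene, *Ccn1*. *Timp4* was not called with the replicate number as a block (0 genes) or with the GC trend removed (0 genes), and at CT34 no gene was called with the length trend removed (0 genes). Beyond these alternatives, no technical or biological explanation was tested for these 2 genes.

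The oxidative phosphorylation genes had a median difference between the genotypes of -0.067 in the average over the 6 times (5 of 85 genes higher in the difference; camera, adjusted p = 6.6e-09) and of -0.20 at CT26 (9 of 85 genes; camera, adjusted p = 2.5e-09). The proteasome genes had -0.066 (7 of 42 genes; camera, adjusted p = 2.1e-07), and the fast-fiber genes -0.097 (2 of 10 genes; camera, adjusted p = 0.0293), both in the average. Under fry, the adjusted p-values were 0.519, 0.360, 0.167, and 0.399, so none of these 4 differences passed. Because fry also asks another question, whether the set itself changed, the loss cannot be credited to the correlation between genes alone. With the length trend removed, the fast-fiber difference had an adjusted p of 0.0851. In the KPC effect of WT mice at CT26 itself, the oxidative phosphorylation set kept a camera adjusted p of 7.0e-20 with the length trend removed, while its median went from -0.36 to -0.22 (from 2 to 4 of 85 genes higher), which argues against that trend as the whole cause and leaves it open as a part. In the difference at CT26 the median went from -0.20 to -0.11, and between the control groups from -0.28 to -0.15. The trend was not removed under fry. The set also had a median of -0.28 between the 2 control groups at CT26. A group of WT control mice that stands apart cannot be told apart from a tumor effect for these genes, because the same 2 mice enter both comparisons.

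Between FoxP1 SkmKO and WT control mice, averaged over the 6 times, 538 genes were called (291 higher and 247 lower in FoxP1 SkmKO mice), a comparison on which the paper does not report for these libraries. Among 100 splits of the 24 control mice within circadian time, 1, the real one, gave as many genes, and the highest of the others gave 3. Without CT18 the count was 323, and without CT38 it was 268. DNA around *Foxp1* carried from another strain does not account for it: 7 of 257 genes within 20 Mb of *Foxp1* were called (2.72%), against 3.45% elsewhere (Fisher's exact p = 0.728). Loss of FoxP1 in muscle is the biological explanation the design gives. Other differences between the mouse lines, such as strain or litter, were not tested. The count of *Foxp1* itself was not called between these control groups and so does not check the labels.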

How the results depend on the processing

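The fits with at least 10 counts in total, those that leave out one circadian time, and the difference in rhythm adjusted over every gene were chosen only after results were seen; the other settings in this part were set before.

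With no filter on low counts, the counts rose in most comparisons. In WT mice they were 164 at CT18, 134 at CT22, 165 at CT30, 221 at CT34, and 306 at CT38, and in FoxP1 SkmKO mice 596, 130, 176, 317, 87, and 372 from CT18 to CT38. For the difference between the genotypes they were 274, 153, 216, 78, 111, and 83, and for averages 794 (WT), 527 (FoxP1 SkmKO), 104 (difference), and 933 (genotype). These calls rest on a failure of the variance estimate: the prior degrees of freedom were infinite, so the spread of each gene between mice was replaced by the trend, against prior degrees of freedom of 8.611 with the filter. In counts simulated with a spread between genes, the same happened, and 29 of 55 calls at CT18 in WT mice were false, with 10 genes called in FoxP1 SkmKO mice at CT18, where none was changed. With at least 10 counts in total, which keeps 23968 genes with prior degrees of freedom of 16.2, the counts were 903 in WT mice at CT26, 262 (WT average), 96 (FoxP1 SkmKO average), and 52 (difference at CT26). Beyond 1.5-fold from the reported counts were 0 in WT mice at CT30 (965 with an unadjusted p under 0.05) and, in FoxP1 SkmKO mice, 12 at CT18, 1 at CT22, 0 at CT26 (1560 with an unadjusted p under 0.05), 2 at CT30, 1 at CT34, and 5 at CT38.

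DESeq2 on the 4 libraries of each comparison called 29, 27, 587, 32, 59, and 81 genes in WT mice and 97, 7, 21, 18, 9, and 41 in FoxP1 SkmKO mice. edgeR on the same 4 libraries called 42, 6, 345, 12, 12, and 63 in WT mice, and 42 at CT18, 2 at CT26, 3 at CT34, and 34 at CT38 in FoxP1 SkmKO mice. DESeq2 on all 48 libraries called 13 at CT22, 0 at CT30 (637 with an unadjusted p under 0.05), and 17 at CT38 in WT mice, 105, 1, 19, 28, 1, and 24 in FoxP1 SkmKO mice, 3 and 147 for the difference at CT22 and CT26, and 159 in the FoxP1 SkmKO average. The cause was not tested.

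With the length trend removed, 406 genes were called in WT mice at CT26, 1 at CT30 and 2 at CT38 in FoxP1 SkmKO mice, and 16 at CT26 and 0 at CT34 for the difference (712 with an unadjusted p under 0.05). Ribosomal proteins in the WT average and erythroid genes in the FoxP1 SkmKO average changed direction (adjusted p 0.200 and 0.953), as did mitochondrially encoded genes in the difference (0.726). Mitochondrially encoded genes in the WT average (0.200) and fast-fiber genes in the difference (0.0851) no longer passed. With the GC trend removed, 4 genes were called at CT38 in FoxP1 SkmKO mice and 0 for the difference at CT22 (850 with an unadjusted p under 0.05).

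The replicate numbers do not pair the mice: over 276 pairs of groups, deviations of mice with the same number had a median correlation of -0.0038 (from -0.324 to 0.234), with 12 pairs over 0.1. With the replicate number as a block, 0 genes were called in WT mice at CT30 (804 with an unadjusted p under 0.05) and 0 for the difference at CT22 (823). With the block and the length trend removed, there were 390 and 0 in WT mice at CT26 and CT30 (832 with an unadjusted p under 0.05) and 2 at CT38, 1 at CT18 and 1 at CT30 in FoxP1 SkmKO mice, and 0 and 12 for the difference at CT22 (863) and CT26. No other count of genes moved by more than 1.5-fold under the block alone.

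Leaving out one circadian time moved the averages: in WT mice 138 genes without CT26, 118 without CT30, and 157 without CT34; in FoxP1 SkmKO mice 3 without CT18, 130 without CT22, 15 without CT30, 107 without CT34, and 21 without CT38; and for genotype 323 without CT18 and 268 without CT38. Fewer mice enter each of these averages.

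For rhythmicity, a Benjamini-Hochberg adjusted p under 0.05 left 150, 130, 119, and 33 rhythmic genes in WT control, WT KPC, FoxP1 SkmKO control, and FoxP1 SkmKO KPC mice. It left 112 lost and 92 gained in WT mice, 99 and 13 in FoxP1 SkmKO mice, 8 of the lost genes rhythmic in FoxP1 SkmKO KPC mice, and 89 of the gained genes not rhythmic there. The doubled resultant length was then 0.252 in WT control, 0.467 in WT KPC, 0.215 in FoxP1 SkmKO control, and 0.444 in FoxP1 SkmKO KPC mice. A difference in rhythm was called for 7 genes in WT and 68 in FoxP1 SkmKO mice on log2(FPKM + 0.1), for 2 and 29 with a mean FPKM of at least 1, and for 0 and 0 adjusted over every gene (1501 and 1590 with an unadjusted p under 0.05), an adjustment that found 1 gene that had lost its rhythm in simulation. The basal shift of *Cry1* in WT mice had p = 0.0536 on log2(FPKM + 1).

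With one replicate left out of every group, the ranges over the 2 fits were 278 to 322 rhythmic genes in WT control, 205 to 359 in WT KPC, 279 to 362 in FoxP1 SkmKO control, and 252 to 263 in FoxP1 SkmKO KPC mice; 263 to 315 lost and 198 to 344 gained in WT mice; and 268 to 343 lost and 233 to 252 gained in FoxP1 SkmKO mice. They were 5 to 12 lost genes rhythmic in FoxP1 SkmKO KPC mice and 194 to 335 gained genes not rhythmic there. The doubled resultant length ranged from 0.156 to 0.173, 0.169 to 0.272, 0.0385 to 0.183, and 0.0856 to 0.186 in the 4 groups. Each group then has 1 mouse per time.

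Under fry in place of camera, the following no longer passed. In the WT average these were the proteasome (adjusted p = 0.161), mitochondrially encoded (0.346), glucocorticoid-responsive (0.0987), and atrophy genes (0.134); in the FoxP1 SkmKO average oxidative phosphorylation (0.555), the proteasome (0.197), mitochondrially encoded (0.376), and glucocorticoid-responsive genes (0.0564); and in the averaged difference oxidative phosphorylation (0.519), the proteasome (0.167), and fast-fiber genes (0.399). The same holds for oxidative phosphorylation in FoxP1 SkmKO mice (0.393), in the difference (0.360), and between KPC groups (0.667) at CT26, for collagens in WT mice at CT30 (0.323) and CT34 (0.122), and for slow-fiber genes in WT mice at CT18 (0.240) and CT34 (0.122). The camera calls that held under fry were oxidative phosphorylation in the WT average, in WT mice at CT26, and between control groups at CT26, collagens in both averages, and atrophy genes in the FoxP1 SkmKO average.

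Single log2 fold changes of named genes changed direction 46 times, 40 of them for genes other than *Foxp1*, each from a value with an adjusted p of at least 0.462. *Foxp1* in the WT average became -0.023 with the length trend removed, -0.023 with the block as well, -0.0067 without CT18, -0.024 without CT26, -0.0076 without CT34, and -0.040 without CT38. *Per1* in the difference at CT22 became -0.013 with the block, -0.0021 with the length trend removed, -0.018 with both, and -0.025 with the GC trend removed, and at CT34 -0.0093 with no filter and -0.0095 with the GC trend removed. *Nr1d1* became -0.020 in the WT average without CT18; in the difference at CT30 0.00068 (no filter), 0.0020 (length), 0.014 (length and block), and 0.0062 (GC); and at CT34 -0.0068 (no filter) and -0.0041 (GC). *Bhlhe40* in FoxP1 SkmKO mice at CT18 became -0.0049 (GC) and -0.00015 (edgeR on 4 libraries). *Klf9* became 0.0013 (length), 0.0017 (length and block), and 0.0015 (GC) in FoxP1 SkmKO mice at CT30, 0.0036 in the difference at CT18 with at least 10 counts in total, and 0.0015, 0.033, and 0.026 in the averaged difference without CT18, CT22, and CT34. *F13a1* in FoxP1 SkmKO mice at CT22 became 0.0062 with at least 10 counts in total, *Pfkfb3* in the difference at CT22 -0.00082 (GC), *Tnxb* in the difference at CT30 -0.0085 (length) and -0.0079 (length and block), and *Gadd45g* in the difference at CT38 -0.022 (GC). In the averaged difference, *Col12a1* became 0.12 and 0.15 without CT26 and CT38; *Fam110d* 0.016 (length), 0.017 (length and block), 0.011 (GC), and 0.20, 0.012, 0.039, and 0.014 without CT18, CT22, CT26, and CT38; *Itgbl1* -0.0045 and -0.022 without CT18 and CT22; *Lum* -0.0052 and *Kctd12b* -0.013 without CT18. The cause was not tested.

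Of the remaining log2 fold changes of named genes other than *Foxp1* across settings, 2275 were the same (in direction and side of the threshold, where tested). Another 108 passed the threshold only in the alternative, 54 only as reported, and 125 without a test moved by more than the spread between mice. The 2275 include 165 without replicate 1 and 172 without replicate 2, which had no test. These were only checked for a move beyond that spread. Of rhythm tests of named genes, 1214 were the same, 17 passed only in the alternative, and 165 only as reported. Genes removed by the filter on mean FPKM have no value under it and are not counted here. In simulation, the tests at single times, with 2 mice per group, found genes changed by 0.5 in 4.50% of cases at CT18 and in 17.0% at CT26, where other genes were changed as well, and whether more reads would raise these shares was not tested.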

Differences from the paper's values

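The alternative with at least 10 counts in total was chosen only after the values without a filter were seen; all other settings named in this part were set before the data were examined.

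The paper gives a depth of at least 40 M reads per sample, and the deposited counts on genes had a median of 16.6 M per library; the 2 values measure reads and counts on genes, and no alternative applies to them.

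The paper counts 673 genes that are differentially expressed in WT mice and not in FoxP1 SkmKO mice, and edgeR on 48 libraries gave 1122. DESeq2 on the 4 libraries of each comparison, the paper's own method, gave 672. The other alternatives set before the data were examined lay further than 1.5-fold from the paper's value: 1099 with no filter on low counts, 1102 with the replicate number as an added term, 408 with the length trend removed, 389 with both, 1238 with the GC trend removed, 1248 with DESeq2 on all 48 libraries, and 416 with edgeR on 4 libraries. With at least 10 counts in total, chosen after seeing the values, the count was 905, within 1.5-fold.

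For the basal level of *Cry1* in WT mice the paper gives p = 0.019, and the test here gave p = 0.0385. With the replicate number as an added term it was 0.0273, within 1.5-fold of the paper's value. It was 0.0377 with one variance for both groups and 0.0536 on log2(FPKM + 1).

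The lists of Table S4 hold, for WT mice from CT18 to CT38, the paper's 29, 27, 587, 32, 59, and 81 genes, where edgeR on 48 libraries called 0, 0, 1121, 1, 0, and 4 (unadjusted p under 0.05 for 974, 746, 3342, 815, 948, and 1536). For FoxP1 SkmKO mice the lists hold the paper's 93, 7, 17, 18, 9, and 26 genes, and edgeR called 3, 0, 6, 0, 0, and 1 (unadjusted p under 0.05 for 2158, 733, 1392, 1399, 633, and 1259). DESeq2 on the 4 libraries of each comparison, the paper's own method, came within 1.5-fold of the paper's value in 11 of the 12 lists, the exception being FoxP1 SkmKO mice at CT38 (41 against 26). The paper's Figure 4A gives 97, 21, and 41 genes for FoxP1 SkmKO mice at CT18, CT26, and CT38, which are the counts of DESeq2 on 4 libraries here, where the lists of Table S4 hold 93, 17, and 26. Of the other alternatives set before the data were examined, DESeq2 on all 48 libraries came within 1.5-fold for FoxP1 SkmKO mice at CT18 (105), CT26 (19), and CT38 (24). edgeR on 4 libraries did so for WT mice at CT18 (42) and CT38 (63) and for FoxP1 SkmKO mice at CT38 (34), and the length trend removed did so for WT mice at CT26 (406). None of the remaining alternatives set before the data were examined (no filter, the replicate number as an added term, the length trend removed together with it, and the GC trend removed) came within 1.5-fold of any of the 12 lists.

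The paper names *Per1*, *Nr1d1*, and *Bhlhe40* among genes increased in WT KPC mice at CT18 and CT22, and edgeR on 48 libraries called 0 of them at these times (2 of the 4 clock repressors had an unadjusted p under 0.05 at each). DESeq2 on 4 libraries called *Per1* and *Nr1d1* at CT18 and *Nr1d1* and *Bhlhe40* at CT22, as did the fit with no filter on low counts. edgeR on 4 libraries called *Per1* and *Nr1d1* at CT18 and *Bhlhe40* at CT22, and DESeq2 on all 48 libraries called *Bhlhe40* at CT22. *C3* and *F13a1* at CT18 were called by DESeq2 and by edgeR on 4 libraries and with no filter, and *Egln3* and *Pfkfb3* at CT22 by DESeq2 on 4 libraries and with no filter.

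Of the genes the paper names as lower or higher at CT30 and CT34, edgeR on 48 libraries called 0 of 6 at either time (2 of the 6 at CT30 and 5 at CT34 had an unadjusted p under 0.05). DESeq2 on 4 libraries called *Col4a1* at both times and *Col6a1*, *Des*, *Tnnc1*, and *Myl3* at CT34. The fit with no filter called these, and in addition *Col6a1* at CT30 and *Tnxb* at CT34. At CT38, *Jak3*, *Osmr*, *Nfkbia*, *Gadd45g*, and *Cebpb* were not called by edgeR on 48 libraries. All 5 were called by DESeq2 on 4 libraries and with no filter, *Nfkbia*, *Gadd45g*, and *Cebpb* by edgeR on 4 libraries, and *Nfkbia* by DESeq2 on all 48 libraries. In all calls without a filter, the limit given under the processing holds: the prior degrees of freedom of that fit were infinite.

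The paper describes the peak times of rhythmic genes in control mice as evenly spread over the day. The resultant length of doubled peak times, which is 0 for an even spread, was 0.269 in WT control mice, against 0.360 in WT KPC mice. It was 0.0938 in FoxP1 SkmKO control mice. With replicate 1 or replicate 2 left out, it was 0.173 or 0.156 in WT control mice. No chance value of this length for an even spread is given here.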

Other observations

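Of the tests in this part, those of the genes called in WT control mice and not in WT KPC mice (random splits and the threshold on 12 libraries), of the averaged KPC effects in both genotypes (random splits), of peak times in WT KPC mice, and of slow fibers in the muscle were set beforehand; the splits for the other rhythm results and for gene sets, the permuted order of circadian times, and the tests on liver, Y-linked, and *Xist* counts were chosen only after the result was seen.

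The numbers of rhythmic genes lay above chance. When circadian times were permuted among the 12 mice of a group, 1 of 100 arrangements, the real one, gave as many rhythmic genes in WT control mice, and the same value of 1 held for WT KPC, FoxP1 SkmKO control, and FoxP1 SkmKO KPC mice. The medians of the permuted counts were 170, 171, 183, and 180, and the highest 526, 521, 544, and 397. A chance order of the times therefore does not account for the 4 counts. Rhythm in the muscle is the biological explanation, and a difference between collection times that is not circadian was not tested.

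Whether a gene passes in one group and not in another was set against random splits of the mice within circadian time. In WT mice 7 of 100 splits gave at least 993 genes called in the first group alone, with 318 to 1083 over the other splits, and 37 gave at least 809 in the second alone. The share not called again was 74.2% from WT control to WT KPC mice and 70.0% from WT control to FoxP1 SkmKO control mice, a difference smaller than the SD of this share over splits (4.84), so a threshold applied to 12 libraries may account for part of the 993 genes; how many was not determined. In FoxP1 SkmKO mice 1 of 100 splits, the real one, gave at least 939 genes in the control group alone (365 to 937 over the other splits), and 79 gave at least 517 in the KPC group alone. As a share of the control group's genes, those not called in the KPC group stood out less. The share was 80.3% in FoxP1 SkmKO mice, reached in 7 of 100 splits, and 74.2% in WT mice, reached in 17 of 100. A difference in rhythm itself had an adjusted p under 0.05 for 4 genes in WT mice, as many as in 11 of 100 splits, and for 44 genes in FoxP1 SkmKO mice, as many as in 4 of 100 splits. The 4 genes in WT mice were *Ltbp3*, *Gm6316*, *Gm42690*, and *Lgmn*, chosen after their values were seen, of which *Lgmn* was rhythmic in both groups. Genes called in one group alone with an unadjusted p under 0.05 for the difference numbered 452 in WT mice, as many as in 5 of 100 splits (median of the other splits 216), and 420 in FoxP1 SkmKO mice, as many as in 4 of 100 splits (median of the others 228). The 2 genotypes stood alike in this measure, and no test of a difference between them was made.

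Random splits cannot decide whether peak times gather at 2 times of day 12 h apart in WT KPC mice. They regroup the same WT mice, and the other splits had a median resultant length of 0.316. Against other groupings of these mice, the WT KPC group did not stand out: 31 of 100 splits gave a resultant length at least as large. For WT control mice 72 splits did, for FoxP1 SkmKO control mice 87, and for FoxP1 SkmKO KPC mice 80. The difference in this length between control and KPC mice was 0.0913 in WT mice, as large as in 50 of 100 splits, and 0.0282 in FoxP1 SkmKO mice, as large as in 80. With the Benjamini-Hochberg threshold it was 0.215 in WT mice (13 of 100 splits) and 0.229 in FoxP1 SkmKO mice (29 of 100 splits). Splits of the mice may thus account for these differences.

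The KPC effect averaged over the 6 times stood above regrouping in both genotypes. In WT mice 1 of 100 splits, the real one, gave 280 genes, the others had a median of 0 and at most 76, and 88 of them gave none. In FoxP1 SkmKO mice 1 of 100, the real one, gave 67 genes, and the others at most 4. Of the 280 genes, 264 (94.3%) had the same direction in FoxP1 SkmKO mice, where 147 had an unadjusted p under 0.05 and 27 were called, and the median in the direction of the WT effect was 0.35 in WT and 0.15 in FoxP1 SkmKO mice. These 2 comparisons share no libraries. Of the 67 genes, 66 had the same direction in WT mice. The difference between the genotypes was called for 0 of the 280 genes, and 88 of them had an unadjusted p under 0.05. Tumor growth is the biological explanation the design gives, and a batch in which KPC and control mice were handled apart was not tested. In FoxP1 SkmKO mice the count rested on single times: it was 3 without CT18, 15 without CT30, and 21 without CT38. In WT mice it was 138 without CT26, 118 without CT30, and 157 without CT34.

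For gene sets in the averaged effect, splits with as small a camera p numbered 7 of 100 for oxidative phosphorylation, 31 for the proteasome, 25 for mitochondrially encoded genes, 8 for glucocorticoid-responsive genes, and 8 for atrophy genes in WT mice, so regrouping of the mice may account for these 5. Collagens in WT mice had 4 of 100 splits. The numbers in FoxP1 SkmKO mice were 50 for oxidative phosphorylation, 18 for the proteasome, 27 for mitochondrially encoded genes, and 9 for glucocorticoid-responsive genes, and 1 for collagens and 2 for atrophy genes. The collagens had a median log2 fold change of -0.30 in WT mice (5 of 40 higher) and -0.31 in FoxP1 SkmKO mice (4 of 40 higher), and held under fry in both (adjusted p = 0.0319 and 0.0141). The paper describes lower extracellular matrix genes in WT mice at 2 times of day. The averaged glucocorticoid-responsive genes were higher, by 0.14 in WT mice (7 of 9) and 0.19 in FoxP1 SkmKO mice (9 of 9; fry, adjusted p = 0.0564), and no cause of that was tested.

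Slow-fiber genes differed between KPC and control mice at single times under camera and not under fry. In WT mice their median log2 fold change was -0.97 at CT18 (0 of 10 higher; camera, adjusted p = 8.8e-06; fry, adjusted p = 0.240). At CT34 it was 0.91 (9 of 10 higher; camera, adjusted p = 1.5e-06; fry, adjusted p = 0.122). Their differences between the 2 replicate mice of a group were correlated, with a median over gene pairs of 0.436, against at most 0.151 in 1000 random lists of 10 genes. A candidate explanation is the share of slow fibers in the dissected muscle, which would vary between mice regardless of tumors. A change of fiber type with the tumor stays open and untested; in the average over the 6 times the set had a camera adjusted p of 0.906 in WT and 0.248 in FoxP1 SkmKO mice.

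Liver transcripts were found in 1 library, FoxP1 SkmKO KPC CT18 replicate 2, which had the highest CPM of the 48 libraries for 22 of 22 liver genes. These made up 0.0781% of its counts, and its *Alb* CPM was 241 against a median of 0.237. FoxP1 SkmKO control CT22 replicate 1 came second for all 22 genes, with 65.1 CPM of *Alb*. Of the 22 genes, 3 have a median CPM of at least 1 in this muscle. Liver cells or RNA in the sample may be the source. Whether this library shaped the calls at CT18 in FoxP1 SkmKO mice was not tested.

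In WT KPC CT30 replicate 1, the 4 Y-linked genes had 0 counts, though the mice are described as male. Its *Xist* value was 0.0606 CPM, and the highest in another library was 0.201, so an XX female mouse does not account for it. *Xist* cannot exclude a mouse with an X chromosome alone (XO). Loss of the Y chromosome or a deletion was not tested, and no biological explanation was tested.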
